# Physical and nutrient stimuli differentially modulate gut motility patterns, gut transit rate, and transcriptome in an agastric fish, the ballan wrasse

**DOI:** 10.1371/journal.pone.0247076

**Published:** 2021-02-11

**Authors:** Hoang T. M. D. Le, Kai K. Lie, Angela Etayo, Ivar Rønnestad, Øystein Sæle

## Abstract

The effects of nutrient and mechanical sensing on gut motility and intestinal metabolism in lower vertebrates remains largely unknown. Here we present the transcriptome response to luminal stimulation by nutrients and an inert bolus on nutrient response pathways and also the response on gut motility in a stomachless fish with a short digestive tract; the ballan wrasse (*Labrus berggylta*). Using an *in vitro* model, we differentiate how signals initiated by physical stretch (cellulose and plastic beads) and nutrients (lipid and protein) modulate the gut evacuation rate, motility patterns and the transcriptome. Intestinal stretch generated by inert cellulose initiated a faster evacuation of digesta out of the anterior intestine compared to digestible protein and lipid. Stretch on the intestine upregulated genes associated with increased muscle activity, whereas nutrients stimulated increased expression of several neuropeptides and receptors which are directly involved in gut motility regulation. Although administration of protein and lipid resulted in similar bulbous evacuation times, differences in intestinal motility, transit between the segments and gene expression between the two were observed. Lipid induced increased frequency of ripples and standing contraction in the middle section of the intestine compared to the protein group. We suggest that this difference in motility was modulated by factors [prepronociceptin (*pnoca*), prodynorphin (*pdyn*) and neuromedin U (*nmu*), opioid neurotransmitters and peptides] that are known to inhibit gastrointestinal motility and were upregulated by protein and not lipid. Our findings show that physical pressure in the intestine initiate contractions propelling the bolus distally, directly towards the exit, whereas the stimuli from nutrients modulates the motility to prolong the residence time of digesta in the digestive tract for optimal digestion.

## 1. Introduction

Ingestion of food initiates a cascade of neural and hormonal signals that prepare the body, and the digestive system in particular, for the tasks ahead and also continues to regulate digestion until the meal has been completely processed [1]. Digestion and absorption of nutrients are mainly facilitated via chemical breakdown by digestive enzymes and aided by mechanical forces through a combination of mixing and transport termed gut motility [1,2]. Gut motility is a complex process that involve coordinated contraction and relaxation of smooth muscle in the gut wall that is closely controlled with enteric neurons and where the typical rhythmic contractile motility patterns are initiated and propagated by special pacemaker cells called the Interstitial cells of Cajal [1,3].

The mixing and propulsion of gut contents along the alimentary tract and the evacuation of unabsorbed and fecal matter can be observed and classified into various motility patterns [4]. Motility patterns fall into two main categories: *i*) non-propulsive contractions, such as segmentation, and *ii*) propulsive contractions, such as peristalsis and migrating motor complexes (MMCs) [2,3]. Each type of contraction plays a specific role, depending on its amplitude, propagation distance and velocity. Segmentations [5–7], also called Standing contractions or stationary contractions, are a set of stationary and rhythmic contractions of the circular muscle, which was first described by Cannon more than 100 years ago [8,9]. This contraction type participates in the digestion (e.g. mixing ingesta with digestive juice) and absorption (i.e. exposing digested gut contents to the absorptive epithelium) [4,9,10]. Propulsive contractions, also referred to as peristalsis or propagating contractions, are a series of annular contractions that produce force to propel luminal contents distally [4,9,11–13]. The propulsive contractions are classified into two main sub-types based on their amplitude and velocity. Ripples are defined as a set of rhythmic and shallow contractions, which propagate for a relatively short distance and at high speed in either the anterograde or retrograde direction [14,15]. It has been suggested that this type of contraction mixes the luminal content for digestion and absorption rather than propelling it [15]. Another sub-type of propulsive contraction is characterized as a series of high-amplitude contractions that propagate for a longer distance than ripples but at a low velocity. In some fish studies these are called slow propulsive contractions [14,16,17], while in studies of humans and other mammals, the accepted term is “high-amplitude propagated contractions” [18,19]. These move luminal contents from one section to the next, thanks to their high amplitude [18,20,21].

Post-prandial segmentation is stimulated and modulated by nutrients present in the gut and the intestinal transit rate is slowed down. In contrast, the presence of inert/non-nutritive ingesta in the intestinal lumen abolishes segmentation and stimulates propulsive contractions; thus, the intestinal evacuation rate increases to egest the indigested content [12,22–26]. Motility patterns differ between feeding and fasting periods. In mammals, when the stomach and intestine are emptied after a meal, the motility shifts to typical myoelectrical patterns that consist of three or four phases, namely the MMCs. This contraction type is made up of a sequence of contractile waves that clean and propel digestive waste, unabsorbed particles and microbiota in the anal direction [13,27–29]. In fish, high frequency of standing contractions with or without ripples, was observed in fed shorthorn sculpin, whereas when the fish was fasting, slow propulsive contractions and retrograde ripples frequently occurred [14].

As in other vertebrates, the gastrointestinal mucosa in fish encompasses a small number of enteroendocrine cells (EEC) and sensory systems. Two components of the sensory system are mechanoreceptors (sensory receptors that respond to mechanical pressure or distortion/stretch) and chemoreceptors (receptors that bind a chemical substance and generate biological signals) [30]. The gastrointestinal hormones/neuropeptides are involved in both local signaling pathways in the enteric nervous system (intrinsic) within the alimentary tract and remote signaling pathways that originate in or communicate with the central nervous system (extrinsic). The enteric nervous system mainly regulates gut motility via afferent, efferent and interneurons that connect with smooth muscle layers of the gut wall and the parasympathetic and sympathetic nervous systems [20,31].

The gut responds to nutrients, both physically (i.e. changes in gut motility induced by luminal presence of food) and at the molecular level (i.e. changes in gut tissue expression of genes related to digestion, absorption and metabolism), as have been well described in mammals [12,22,23,32–36]. The impact of nutrient on control of food intake and energy metabolism has been widely investigated in fish [37–43], and has been reviewed by Conde-Sieira and Soengas [44]. However, it is virtually unknown how the presence of a nutritional or physical (inert/non-nutritional) meal in the gut affect motility and intestinal epithelium metabolism in fish, except for a study on motility patterns in fed and starved sculpin (*Myoxocephalus scorpius*) [14]. The precent study aims to determine how different nutrients regulate both gut motility and gene expression in the intestine. We analyzed changes in motility patterns of isolated whole gut preparations from juvenile ballan wrasse. A bolus of either a nutrient (viscous protein or lipid) or a bolus of an inert suspension containing cellulose or plastic beads were administered *in vitro* to the prepared intestines. Ballan wrasse does not have a stomach, consequently the esophagus ends up in the foregut that has the shape of a bulb. In the buccal cavity the intestine is suspended in a single loop. For the experiments presented here, the intestine was dissected out and the whole organ was used for the study (Fig 1). Differences in gene expression were compared between intestines administered with cellulose versus empty intestines in order to isolate the effect of a mechanical stimulus. Intestines administered with either protein or lipid were compared to cellulose to investigate the effects of chemical stimuli on enterocyte metabolism, excluding the effect of stretch. We also described postprandial motility patterns as responses to administration of the compounds in juvenile ballan wrasse intestines.

**Fig 1:**
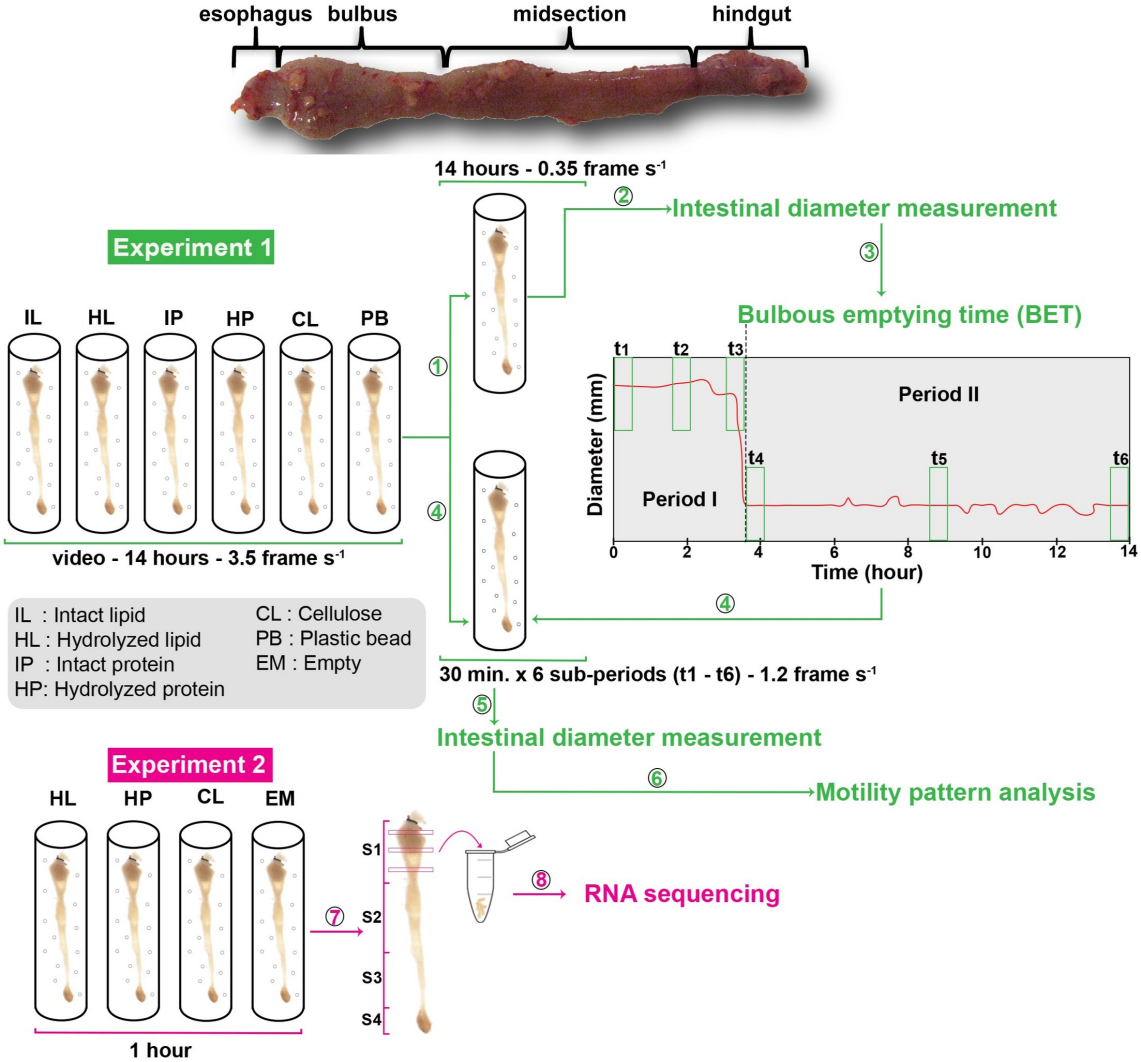
Experimental design and data analysis. The whole intestine and its parts; esophagus, bulbous (Segment 1), mid intestine (Segments 2 and 3) and hind gut (Segment 4). Experiment 1 analyzed the effects of a nutrient or inert bolus on gut motility. Each intestine was administered a bolus into the anterior lumen of one of the five mixtures (IL, HL, IP, HP, and CL) or one plastic bead (PB) before mounting in an individual glass tube containing oxygenated Ringer’s solution. A time-lapse series of images of the intestines was captured at intervals of 3.5 frame s^-1^ for 14.5 h. ①, every tenth frame was subtracted from the original videos (3.5 frames s^-1^) to obtain 0.35 frame s^-1^ videos and ②, intestinal diameters along the intestine on each image frame were measured using NIS-Elements Confocal 4.51.01 software. ③, the data of intestinal diameter was used to calculate bulbous emptying time (BET). Based on BET, times for six sub-periods were defined to select the frames to be in step ④. A standard recovery period of 20 min. was used after mounting the intestines to the glass tube. The period analyzed was from 0 h on the horizontal axis of the Diameter and Time graph, which was set at the 21^st^ min. after the recovery period until 14 h. The sub-period t1 was the first 30 min. after the recovery period; t2 for 30 min. between the 0 h and the BET; t3 for the last 30 min. before the BET; t4, t5 and t6 were the first, middle, and last 30 min., respectively, of the period after the BET until 14 hours after the 0h point. ④, every third frame was subtracted from the original videos for the six sub-periods. ⑤, intestinal diameter was measured on the video frames for each sub-period (t1 –t6) and this data was used to analyze motility patterns in ⑥. Experiment 2 was to collect gut tissue samples for gene expression analysis. Three nutrient bolus types (HL, HP, CL) were selected for this experiment. The isolated intestines were administrated an intraluminal bolus of three selected diets and incubated in Ringer’s solution for 1 h before tissue samples of the bulbous were collected ⑦ and analyzed for RNA sequencing ⑧. S1 –S4, Segments 1–4 of the intestines.

## 2. Materials and methods

### 2.1. Treatments

Six treatment mixtures (mix) were prepared, four contained nutrients: intact lipid (IL), hydrolyzed lipid (HL), intact protein (IP), hydrolyzed protein (HP), and two with inert matter: cellulose (CL) and plastic beads (PB). Intact lipid mix was made by stirring a mixture of 80% (by volume) cod liver oil (Møllers Tran, containing omega-3-fatty acids and Vitamin D, see Table 2 in Helland et al., [45] for FFA profile), 15% phosphate-buffered saline (PBS) pH = 8, and 5% Tween 20 (TWEEN^®^ 20, P9416 Sigma Aldrich) to obtain the same viscosity as the hydrolyzed lipid mix. To make 5 mL hydrolyzed lipid mix, we incubated 4 mL cod liver oil with 3.5 mg lipase (Lipase from *Pseudomonas cepacia*—62309 Sigma Aldrich, ≥30 U/mg) dissolved in 750 μL PBS (pH = 8) at 40°C for 5 hours. The pH of the mix was maintained at around 8 by titrating with 5 M NaOH during incubation. The mix was then incubated at 80 °C for 2 hours to deactivate the lipase before mixing with 250 μL Tween. 20. Five mL of intact protein diet was prepared by combining 2 g casein (Casein from bovine milk, C7078, Sigma) with 4 mL 100 mM NH_4_HCO_3_ and 1 mL 1 mM HCl. Hydrolyzed protein mix was prepared by incubating 5 mL intact protein diet with 43.7 mg trypsin (Trypsin Powder, Porcine 1:250, 85450C, Sigma Aldrich) at 37 °C for 20 hours, followed by 80 °C for 2 hours for enzyme deactivation. Five mL of hydrolyzed protein mixture was freshly mixed with 100 μL protease inhibitor [Protease/Phosphatase Inhibitor Cocktail (100X) #5872, Cell Signaling Technology, Inc, The Netherlands] before administration of the bolus into the intestine. Cellulose mix was created using 0.5 mg cellulose (Cellulose microcrystalline powder, 435236 Sigma Aldrich) in 1.5 mL H_2_O, adding a tiny amount of Brillant Blue (Brilliant Blue R, B7920 Sigma-Aldrich) as a color maker. These five mixes were made and stored at– 20 °C for use within a week. The premade mixes were thawed and warmed up at 14 °C before being administered as a single bolus into the intestines. The plastic beads were rinsed in ddH_2_O before being administered.

### 2.2. Animals and tissue preparation

Ballan wrasse juveniles were supplied by a commercial fish farm (Marine Harvest Labrus, Øygarden, near Bergen, Norway) (see Animal and Tissue Preparation in [17]). Fish weighing 20–30 g were transferred from the Marine Harvest farm to the Institute of Marine Research (Bergen, Norway) laboratory and were fasted for one day prior to the experiments.

On the day of the trial, the fish were anesthetized in 0.05 mg/mL neutralized tricaine methanesulfonate (MS222) dissolved in sea water prior to euthanized spinal cord lesion using a scalpel and removal of the intestine. The eviscerated intestine included esophagus and anus with the surrounding skin, leaving the whole intestine intact. Eviscerated intestines (5–9 cm length) were immediately immersed in Ringer’s solution (pH = 7) according to Le *et al*. [17]. The luminal content was gently flushed out with Ringer’s solution. The intestines were then administered a single bolus of one of the five mixes (IL, HL, IP, HP, and CL as described in section *Treatments*) or one plastic bead (2–3 mm diameter and 20–30 mg weight) to mimic ingestion of a meal of 0.1% body weight [46]. The prepared intestines were rapidly mounted in individual glass tubes containing 25 mL oxygenated Ringer’s solution at 14 °C. Thereafter, the intestines were carefully stretched out longitudinally inside the tube with the oral opening closed and the anus open according to Le *et al*. [17] and incubated for 14h for experiment one and 1h for experiment 2 (Fig 1) below.

### 2.3. Experiment 1: Description of motility patterns

#### 2.3.1. Image acquisition

Based on our observations, regular motility was present in the intestines within 10–20 min. after they had been mounted in the medium. Thus, the activity of the intestines was recorded for a total of 14 hours after a 20-min.-acclimatation period to examine the effects of the different nutrients on intestinal motility. The 14-hour duration was chosen for Experiment 1 according to the reported *in vivo* passage rate of ballan wrasse juveniles, in which ingested feed took 10–14 h to pass through the alimentary tract [46]. A time-lapse series of images of intestines was captured during the experiment using a camera (Nikon DS-Fi3) with a macro lens (Nikon, AF Micro-Nikkor 60mm f/2.8D), at a resolution of 1024×768 pixels. The capture of the time-lapse series was controlled with the NIS-Elements Confocal 4.51.01 software and captured 3.5 frames s^-1^. In this experiment, we used six treatments (IL, HL, IP, HP, CL, and PB) with six replicates, and six intestines were processed in parallel in each video. The videos were then used to determine the time at which the administered bolus was transferred from the bulbous—Segment 1 to the downstream intestinal sections and also to examine the intestinal motility patterns (Experiment 1, Fig 1)

#### 2.3.2 Time of emptying the bulbous (Segment 1)

The bulbous is a morphologically distinct feature of the anterior gut of the ballan wrasse, with an expanded diameter relative to more posterior regions (Fig 1). Here we defined the time of emptying the bulbous (bulbous emptying time—BET) as the time at which Segment 1 propelled the bolus to the next section and reduced its average diameter to its minimum value. First, we measured the diameters along the intestines during 14 h of each trial. The method used to quantify changes in width along the whole length of the intestines over time has been fully described in Le *et al*. [17]. Briefly, every tenth frame was extracted from the original videos (3.5 frames s^-1^) to obtain 0.35 frame s^-1^ videos (① in Fig 1) and calibrated for length and time before being analyzed using the NIS-Elements Confocal 4.51.01 software. A threshold for intensity was manually selected to cover the whole intestinal area on each frame. Background noise, generated by air bubbles and equipment accessories, was removed using the “restrictions” functions in the Nis-Element software, whereby the size of the intestine is defined on the basis of pixel recognition and the program removes items in images outside of the intestine. The diameter of the intestine was measured at every one pixel using the function “Automated measurement” in the NIS-Elements software and a diameter-matrix was produced. The diameter-matrix, which is a numerical array of gut diameters along the intestine for 14 hours was used to generate spatio-temporal (ST) maps and to calculate the average width of Segment 1. In this study, we defined the four ballan wrasse intestine segments as the average ratios of segment length/total intestine length for Segment 1 (bulbous), Segment 2, Segment 3, and Segment 4 (hindgut), i.e. 0.39, 0.23, 0.23, and 0.15, respectively, according to the morphological description by Le *et al*. [46] (on Fig 1) and Le *et al*. [17]. The average width of Segment 1 (AW1) in each frame in the 14-hour video was calculated as the mean value of diameters at the pixels covering a length of 39% of the anterior intestine. The 5^th^ percentile value of the AW1 for 14 hours (α) was defined using “quantile” function in R [quantile (data of AW1 in 14 h, 0.05)]. The empty bulbous was assumed to represent an average width which was equal to or smaller than α and named as “bulbous emptying width—BEW”. The BEW values occurred at various points in time during the 14-hour period. Thus, the bulbous emptying time (BET) was defined as the time when the first BEW value occurred after starting to record the treatments.

BET was first examined in three fish using intestinal diameters which were measured at five interval values of 3.5, 1.2, 0.7, 0.35, and 0.02 frames s^-1^ for 14 hours. The results for BET evaluated in the videos at equal or more than 0.35 frames s^-1^ did not differ. The ST maps constructed from videos at 0.35 frames s^-1^ represented well the pattern of change in intestinal width. Thus, we measured intestinal diameter in 14-hour videos at 0.35 frames s^-1^ in order to examine BET. All BETs were verified on the time-lapse videos and the ST maps.

#### 2.3.3. Analysis of motility patterns

Gut motility patterns were analyzed for two defined periods: period I was from 0 h (i.e. 20 min. after the insertion of a bolus) to BET, Bulbus emptying time, and period II was from BET to 14h post-starting point. Motility patterns in each period were analyzed from three 30 min. sub-periods based on the experimental design in [14,47]. The first sub-period (t1, Fig 1) was the first 30 min. of the recording. The second was the 30 min. halfway between 0 h and the BET (t2, Fig 1). The third covered the last 30 min. before the BET (t3, Fig 1). Contractions defined within the three sub-periods t1 –t3 were used to analyze motility patterns (frequency, amplitude, duration, propagation direction, distance, and velocity) for period I, when ingesta remained at the bulbous (Segment 1). The fourth (t4), fifth (t5) and sixth (t6) sub-periods (Fig 1) were the first, middle, and last 30 min., respectively, of the period after the BET until 14 hours after the 0-h point. For the intestines that had a BET less than or equal to 1.5 hours, all frames within 0 h and BET were selected for the analysis of motility patterns.

Video frames for each intestine were extracted for six (or four for a BET of less than 1.5 hours) sub-periods and at intervals of 1.2 frames s^-1^ (according to the test by Le *et al*. [17]). Intestinal diameters were measured along the intestines (as mentioned in the section *Time of emptying the bulbous (Segment 1)*, above) for analysis of motility patterns. The classification builds on our previous study where we characterized the motility patterns of ballan wrasse intestines into three types of contractions; standing contractions, ripples, and slow propulsive contractions [17]. Standing contractions are contractions propagating a distance equal to or < 1.0 mm. Contractions with a propagating distance longer than 1.0 mm were evaluated as ripples or slow propagating contractions. To differ between ripples and slow propagating contractions a linear correlation model was applied to find the regression between intestinal position (response vector) and time (a series of terms which specifies a linear predictor for intestinal position). Ripples were defined as contractions which have a coefficient of determination (R^2^) of the linear curve ≥ 0.8, based on the description of D’Antona et al. [15] and Brijs et al. [14]. Slow propagating contractions, which propagate at a slow velocity, were defined with R^2^ < 0.8. Propagating velocity (mm s^−1^) was the absolute value of the slope of the linear curve. Propagating direction for ripples and slow propagating contractions were also identified from the slope, as slope > 0 for anterograde (oral toward anal) direction and slope < 0 for retrograde (anal toward oral) direction.

We defined the types of contractions and their parameters (i.e. frequency, amplitude, propagating direction, distance, duration, and velocity) as described by Le *et al*. [17]. Frequency of contractions (contractions per min at every mm length of intestine—cpm) and propagation direction (the proportion of contractions, propagating in either anterograde or retrograde direction, compared to the total number of contractions) in each period were calculated based on the total number of contractions that occurred within the three sub-periods in each intestinal segment. The remaining parameters (amplitude, distance, duration, and velocity) were presented as a median of the data set of all contractions during the three sub-periods.

#### 2.3.4. Data analysis

There were no differences in either motility patterns or emptying time between IP and HP or HL and IL. Furthermore, the analysis of free fatty acids and amino acids in the feces collected from intestines after 14 hours did not show a significant difference in nutrient composition between intact and hydrolyzed treatments (S1 and S2 Figs). We therefore pooled the data from IP and HP into a group named “protein” and IL and HL into a group “lipid”; and omitted one damaged intestine adminstered HL. BET and motility patterns were thus analyzed for four groups of nutrient boli (protein n = 12, lipid n = 11, cellulose n = 6, and plastic bead n = 6) for two periods (I and II) in four intestinal segments. One-way ANOVA followed by Tukey HSD were used to evaluate the effect of the four bolus treatments on time for BET. A linear mixed models (lme) analysis followed by Tukey HSD were used to compare the frequencies of each contraction type between the four treatment groups and the two defined periods. Amplitude, propagating distance and direction of each contraction type (continuous proportions ranging from 0 to 1) were treated as quasi-binomial response variables and compared, taking treatment or period as predictor variables for each intestinal segment using a generalized linear mixed models (glmmPQL) (R, version 3.4.2 released 2017-09-28, within R studio interphase (version 1.1.383) for Windows. Duration and velocity were treated as exponential variables in glmmPQL models. The lme and glmmPQL models included individual fish IDs as a random factor and the response variables (contraction parameters) as repeated measurements. Changing the contrast where each treatment/period became the intercept of the model was applied to determine the variation in parameter between the four treatments or between the two periods. Kruskal-Wallis test followed by dunnTest (FSA package) was used to compare the parameters (amplitude, duration and velocity) between the three types of contractions. Differences were treated as significant at p < 0.05 for all tests in this study. Amplitude, duration, propagation distance, and velocity are presented as median ± s.e.m., and other data as mean ± s.d.

### 2.4. Experiment 2: Transcriptome sequencing

The analysis of Experiment 1 showed that there was no difference in BET and motility between the intact (IL or IP) and pre-digested (HL or HP) bolus. Nor were there differences in the composition of the free fatty acids or amino acids in the feces collected from intestines during the 14 hours between the intact and hydrolyzed treatments (see S1 and S2 Figs). We therefore selected HL, HP and CL diets to examine the transcriptomic effects of digestible and indigestible bolus content. We also analyzed gene expression in the empty intestines as control. The HL and HP were employed to examine how the gut responds to a nutrient bolus compared to the non-nutritive matter. The indigestible CL was used to evaluate the mechanical effects induced by the physical presence of a bolus on gut activity compared to control and to separate the effects of stretching to that of nutrients in the HL and HP groups. As size of bolus effects peristalsis [48], the intestines administered a bolus of 0.1% body weight, according to Le *et al*. [48] of one of three nutrient bolus types (HL, HP, or CL) and empty intestines were incubated in Ringer’s solution for one hour before tissue samples for transcriptomic analysis were collected. Segment 1 was selected for transcriptomic analysis because it is the main site for digestion [48]. The first segment of the anterior part (about 40% of the total gut length) was cut off, opened by incision and gently washed with Ringer’s solution. The rest of the gut was discarded. Three pieces of tissue (around 20 mg each) were cut transversely from three parts of the first segment and placed in RNAlater^®^ (Sigma-Aldrich, Missouri, USA) for later RNA extraction (Experiment 2, Fig 1).

#### 2.4.1. RNA sequencing

Total RNA was extracted and treated with BioRobot^®^ EZ1 and RNA Tissue Mini Kit (Qiagen, Hilden, Germany) as previously described by Le, Shao (48). RNA quantity and integrity were validated using a NanoDrop ND-1000 UV—vis Spectrophotometer (NanoDrop Technologies, Wilmington, USA) and Agilent 2100 Bioanalyzer and RNA 6000 Nano LabChip kit (Agilent Technologies, Palo Alto, USA) respectively. All samples had 260/230 and 260/280 ratios above 2.0 and 2.2 respectively. The average RNA integrity number (RIN) of all samples was 7.9±0.7. Sequencing and library preparation were performed by the Norwegian Sequencing Centre (www.sequencing.uio.no). DNA libraries were prepared as previously described by [46] using 90 ng total RNA input to the TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, California, USA). For multiplexing, standard Illumina adaptors were used. The libraries were sequenced using the NextSeq Illumina platform (Illumina, San Diego, California, USA) according to the manufacturer’s instructions, generating single end 75bp read libraries with an average library size of 25±6 million reads. Raw reads were submitted to the gene expression omnibus https://www.ncbi.nlm.nih.gov/geo/ (accession number GSE129459).

#### 2.4.2. Differential gene expression analysis

Adaptor removing and quality trimming was performed using the TrimGalore 0.4.2 wrapper tool and default parameters. Library quality was investigated using fastQC embedded in the TrimGalore wrapper (https://github.com/FelixKrueger/TrimGalore). Each intestinal RNAseq library was mapped individually to the labrus genome assembly (European Nucleotide Archive accession number: PRJEB13687, http://www.ebi.ac.uk/ena/data/view/PRJEB13687) using the Hisat2 short read aligner version 2.0.4 [49] and the Ensembl gene annotation (Labrus_bergylta.BallGen_V1.95, 11/25/2018, www.ensembl.org). Transcript abundance for the individual libraries was estimated using FeatureCounts [50] of the Subread package (http://subread.sourceforge.net/). Differential expression analysis was performed using the Bioconductor R package (version 3.4.4) DESeq2 (version 1.18.1) [51]. Genes of which fewer than five samples had gene counts below or equal to 10 reads were excluded from further analysis prior to normalization and differential expression analysis. Significantly expressed genes (p < 0.01) were used for further downstream analysis using the DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/) with default settings (GO, UP_KEYWORDS and KEGG pathway analysis). Heat maps for hierarchical clustering of differentially expressed genes using multi/group comparison were embedded in the Qlucore omics explorer software package version 3.2 (Qlucore AB, Lund, Sweden).

### 2.5 Ethics statement

"Ballan wrasse juveniles were supplied by a commercial fishfarm (Marine HarvestLabrus, Øygarden, outside Bergen,Norway). The fish was reared in accordancewiththe Norwegian Animal Welfare Act of 12 December1974, no. 73, §§22 and 30,amended 19 June 2009. The facility has a general permission to rear alldevelopmentalstages of Labrus berggylta, license numberH ØN0038 provided by the NorwegianDirectorate offisheries (https://www.fiskeridir.no/English)."

## 3. Results

### 3.1. Motility patterns

The wrasse intestines reacted to the presence of a bolus of nutrients via dynamic changes in the intestinal diameter that reflected smooth muscle-driven contractions and relaxations of the gut. Depending on propagation distance and velocity, the contractile activity was classified as either standing contractions, ripples, or slow propulsive contractions. Standing contractions are non-propulsive, while ripples and slow propulsive contractions are two subtypes of propulsive contractions. A Kruskal-Wallis test followed by dunnTest on our data set showed that slow propulsive contractions had higher amplitudes and lasted longer than other contraction types (slow propulsive contractions > ripples > standing contractions, p < 0.0001) (Table 1). Ripples propagated for a shorter distance (p = 0.007) and at a higher velocity than slow propulsive contractions (p < 0.0001).

**Table 1:** Parameters of three types of contractions.

Parameter	Contraction type	Min	Median	Max
Amplitude (%)	Standing contraction	7.7	47.4^a^	77.9
	Ripples	12.7	55.3^b^	79.0
	Slow propulsive contraction	12.4	56.9^c^	81.3
Duration (s)	Standing contraction	1.7	1.8^a^	23.4
	Ripples	1.79	7.2^b^	258.2
	Slow propulsive contraction	1.72	15.3^c^	506.6
Distance (%)	Ripples	1.2	2.2^a^	16.6
	Slow propulsive contraction	1.3	2.5^b^	16.1
Velocity (mm s^-1^)	Ripples	0.04	0.22^a^	0.67
	Slow propulsive contraction	0.001	0.04^b^	0.70

Data was collected in four segments of the intestines from a total of 35 individuals with n = 11 for lipid, n = 12 for protein, n = 6 for cellulose or plastic bead treatment in the Experiment 1. Letters denote significant difference between contraction types for each parameter (Kruskal-Wallis test followed by dunnTest, p < 0.01). The min, median and max values of each parameter and the statistic tests were calculated and analyzed from 606120 standing contractions, 99010 slow propulsive contractions and 11978 ripples. The medians were presented instead of the means because the data had a right skewed distribution.

### 3.2. Effect of nutrients on the time for emptying bulbous (BET)

Six types of bolus were inserted into the isolated intestines in order to analyze gut motility. However, since we were unable to completely block endogenous hydrolysis of intact protein and intact lipid, as previously mentioned we pooled data from intact and hydrolyzed lipid treatments into one group for lipid, and data from intact and hydrolyzed protein into one group for protein. The bulbous (Segment 1) emptying time (BET) was 3.4±1.0 h in the lipid treatment and 3.9±1.5 h in the protein group (mean±s.d.) (Fig 2). In contrast, it only took between 0.6 and 2.5 h, with an average of 1.1±0.7 h, for a cellulose bolus to pass through Segment 1. The cellulose group had a faster BET than lipid (ANOVA, p = 0.003) and protein (ANOVA, p < 0.001) (Fig 2). The BET for the plastic bead group was much more variable at between 0.6 and 5.9 hours, and was not different from protein, lipid or cellulose groups.

**Fig 2:**
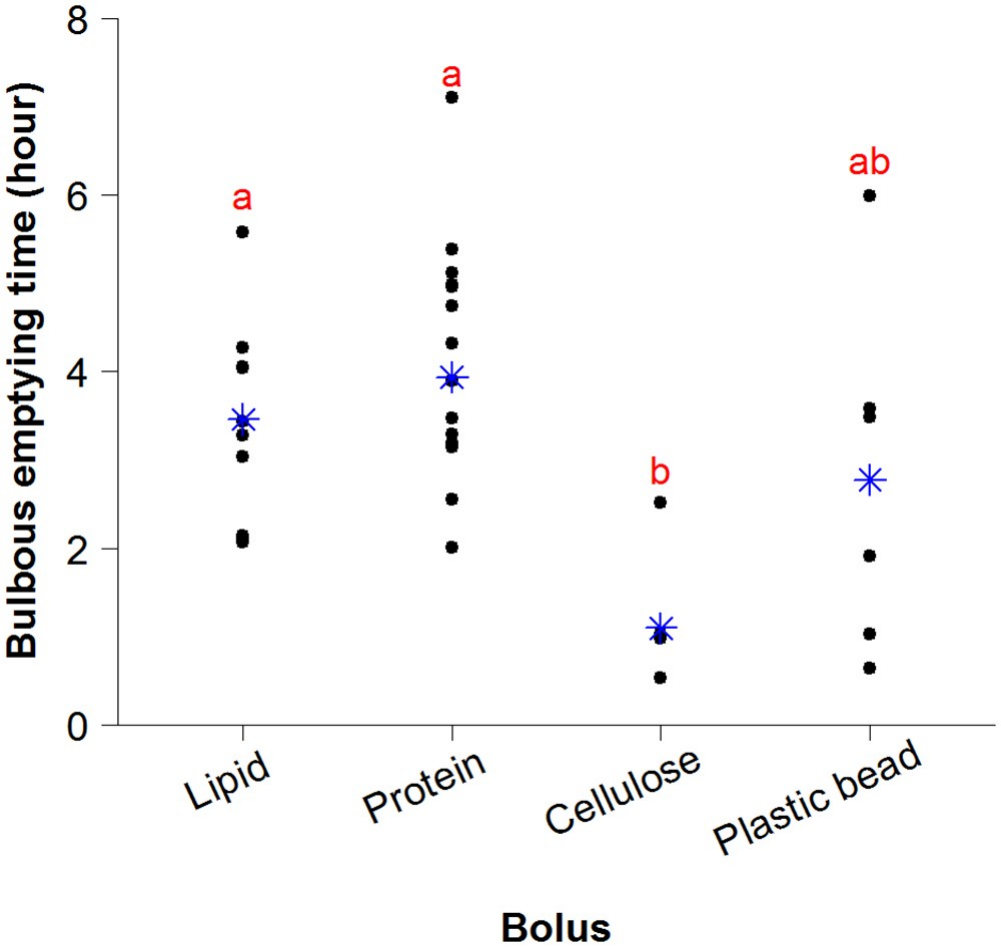
Evacuation time of Segment 1 (the bulbous). Analysis of intestines administered different boli (lipid, protein, cellulose or plastic bead) *in vitro*. Black dots refer to individual intestines, blue stars to mean for each treatment. Letters indicate significant differences in time to emptying of the bulbous between treatments (ANOVA followed by Tukey HSD; n = 11 for lipid, n = 12 for protein, n = 6 for cellulose or plastic bead).

### 3.3. Effects of bolus composition on motility patterns

#### 3.3.1. Segment 1 (the bulbous)

Bolus composition had significant effects on frequency of contractions on all three motility patterns (Fig 3). When cellulose was present in Segment 1 (period I), it induced more standing contractions (1.5±0.5 contractions per min. for every mm gut length, cpm) compared to lipid (0.9±0.2 cpm) (lme, p = 0.03) and protein (0.64±0.05 cpm) (lme, p = 0.001). The frequency of standing contractions in the plastic bead group was 0.9±0.4 cpm and tended to be lower than that in the cellulose group (lme, p = 0.08). However, the rate of standing contractions in the plastic bead group was not different from that of the lipid and protein treatments (Fig 3A). There was no difference between the lipid and protein group. The presence of cellulose in Segment 1 also induced more propulsive contractions (0.26±0.11 cpm for slow propulsive contractions and 0.08±0.02 cpm for ripples) compared with protein (0.09±0.04 for slow propulsive contractions and 0.03±0.02 cpm for ripples) (lme, p < 0.05) (Fig 3B and 3C). The frequency of slow propulsive contractions in Segment 1 of intestines administered a lipid bolus did not differ from that in the protein group, but it was lower than in the cellulose group (lme, p = 0.04) (Fig 3B). Ripples in the lipid group had a similar frequency to that in the cellulose group but compared to the protein treatment the contraction types occurred at a higher rate (lme, p = 0.04) (Fig 3C). The frequency of propulsive contractions in the plastic bead treatments was not different from the three other groups (Fig 3B and 3C). After ingesta left Segment 1 (period II), the frequency of all three contraction types declined in all four treatments (lme, p < 0.01) (black asterisk, Fig 3A–3C).

**Fig 3:**
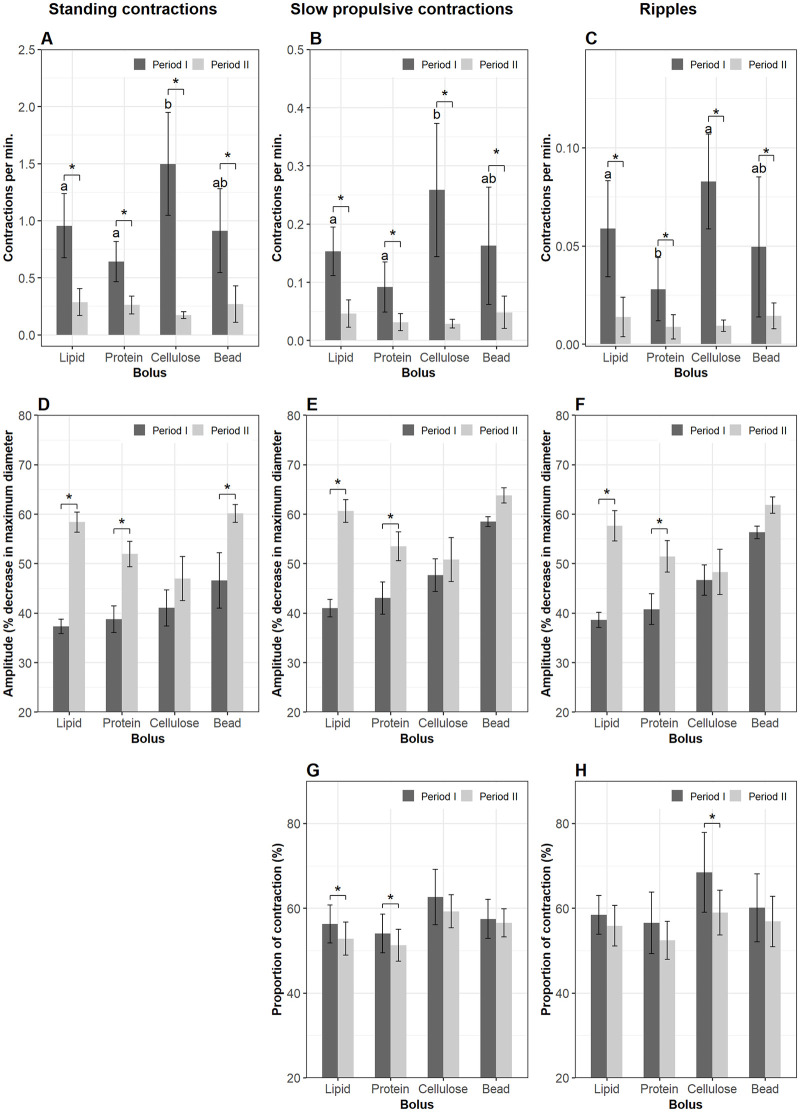
Motility parameters in Segment 1 (the bulbous). Contractions were analyzed in Segment 1 of the intestines when a bolus (lipid, protein, cellulose or plastic bead) was administered into the lumen (period I) and after the bolus left (period II) this segment. Frequency (mean±s.d.) of standing contractions (A), slow propulsive contractions (B) and ripples (C). Amplitude (median±s.e.m.) of standing contractions (D), slow propulsive contractions (E) and ripples (F). Proportion (mean±s.d.) of slow propulsive contractions (G) and ripples (H) which propagate to an anterograde direction. Significant differences (p < 0.05) between the four bolus treatments within period I are annotated by Latin letters and no differences within period II. Asterisks and brackets show a significant difference (p < 0.05) between periods. Data were analyzed using linear mixed-effects models—lme test followed by Tukey HSD in R for (A–C); Generalized Linear Mixed Models via PQL—glmmPQL test for (D–H), with n = 11 for lipid, n = 12 for protein, n = 6 for cellulose or plastic bead.

The amplitudes of all contraction types in Segment 1 were not different between the four treatments during periods I and II. With a bolus present in Segment 1 (period I) the amplitude increased in all contraction types in both the lipid and protein groups (lme, p < 0.001). However, this was not observed in the cellulose group. The plastic bead induced an increase in amplitude of standing contractions (lme, p = 0.0009) but no change in amplitude of propulsive contractions (Fig 3D–3F).

As long as cellulose was present in Segment 1, 62.6±6.6% of the total slow propulsive contractions and 68.4±9.4% of the total ripples propelled the bolus in an anterograde direction (direction towards the anus). The percentage of anterograde slow propulsive contractions tended to be higher in the cellulose group than in the protein group (glmmPQL, p = 0.06) (Fig 3G). After Segment 1 was empty, the proportion of anterograde slow propulsive contractions in this segment was reduced in the lipid (glmmPQL, p = 0.007) and protein treatment groups (glmmPQL, p = 0.01). However, this parameter did not change in the cellulose or the plastic bead group (Fig 3G). The percentage of anterograde ripples decreased after ingesta left the bulbous in the cellulose treatment (glmmPQL, p = 0.01) but did not change in the three other groups (Fig 3H).

#### 3.3.2. Segment 2

The frequencies of the three contraction types in Segment 2 were not affected by bolus composition in either period I or II. However, the rate of contractions in Segment 2 was reduced when the boli had left Segment 1 (lme, p < 0.05) (Fig 4A–4C). Standing contractions and ripples had a higher amplitude in the plastic bead treatment compared to the lipid and the protein groups (glmmPQL, p < 0.05) during the residence time in Segment 1. The amplitude of contractions in the cellulose group did not differ from those of the three remaining treatments during either period I or II. During period II the amplitude of ripples in the lipid group was lower than in the plastic bead group (glmmPQL, p = 0.04) (Fig 4E). There was no change in amplitude of contractions in period II compared to that in period I regarding either bolus composition or contraction type. Propulsive contractions in an anterograde direction accounted for over 50% of the total propulsive contractions and the relative proportion of these contractions was not affected by nutrient treatments. The percentage of anterograde slow propulsive contractions in Segment 2 decreased after the plastic bead left Segment 1 (glmmPQL, p = 0.03) (Fig 4C).

**Fig 4:**
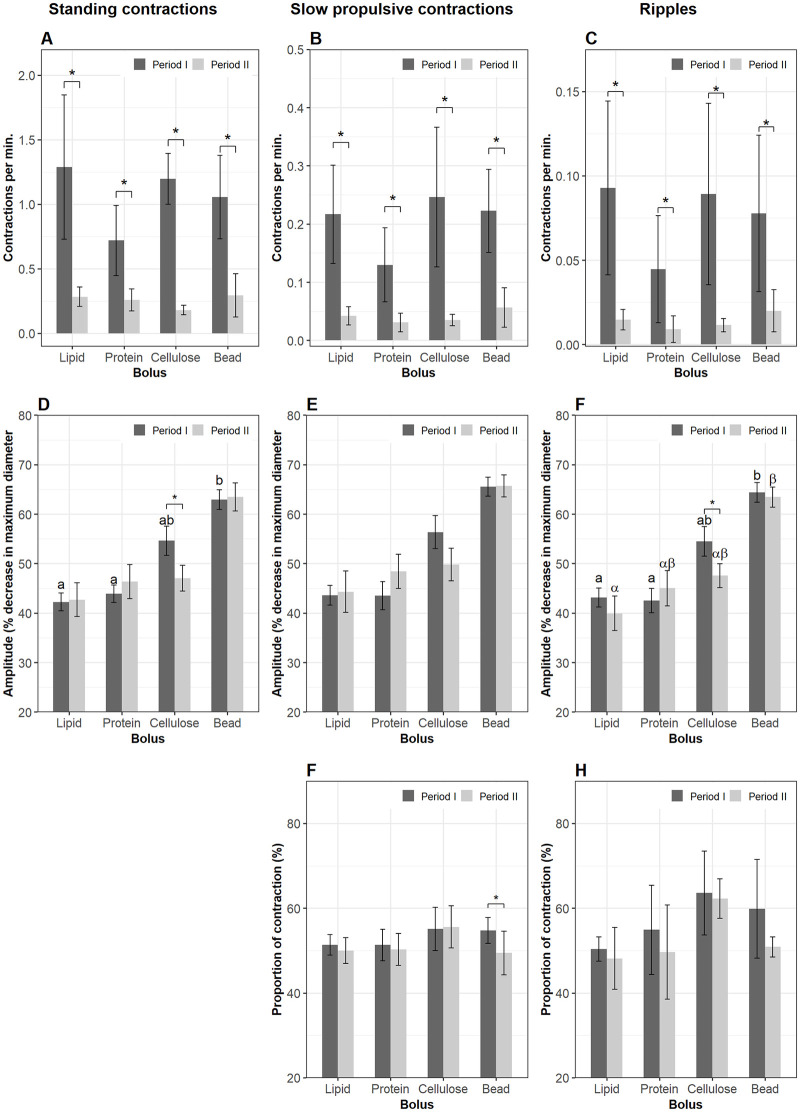
Motility parameters in Segment 2. Contractions were analyzed in Segment 2 of the intestines when a bolus (lipid, protein, cellulose or plastic bead) was administered (period I) and after the bolus evacuated Segment 1 (period II). Frequency (mean±s.d.) of standing contractions (A), slow propulsive contractions (B) and ripples (C). Amplitude (median±s.e.m.) of standing contractions (D) and ripples (E). Proportion (mean±s.d.) of slow propulsive contractions (F) which propagate to an antegrade direction. Significant differences (p < 0.05) between the four bolus treatments within period I are annotated by Latin letters and differences within period II by Greek letters. Asterisks and brackets show a significant difference (p < 0.05) between periods. Data were analyzed using linear mixed-effects models—lme test followed by Tukey HSD in R for (A–C); Generalized Linear Mixed Models via PQL—glmmPQL test for (D–F), with n = 11 for lipid, n = 12 for protein, n = 6 for cellulose or plastic bead.

#### 3.3.3. Segment 3

Cellulose stimulated more standing contractions than protein in Segment 3 during period I (lme, p = 0.04) (Fig 5A). Bolus composition did not affect the frequency of propulsive contraction types (Fig 5B and 5C). The frequencies of the three contraction types diminished after the bolus left Segment 1 in all four treatment groups (Fig 5A–5C). The evacuation of bolus from Segment 1 produced a decrease in amplitude of all contraction types in the lipid and protein groups, and the amplitudes of contractions in these two groups were lower than in the plastic bead group. Amplitude of contraction in the cellulose group did not differ from the remaining groups either before or after ingesta left Segment 1 (Fig 5D–5F). The proportion of anterograde propulsive contractions did not differ between the four bolus groups in either period I or II (data not shown).

**Fig 5:**
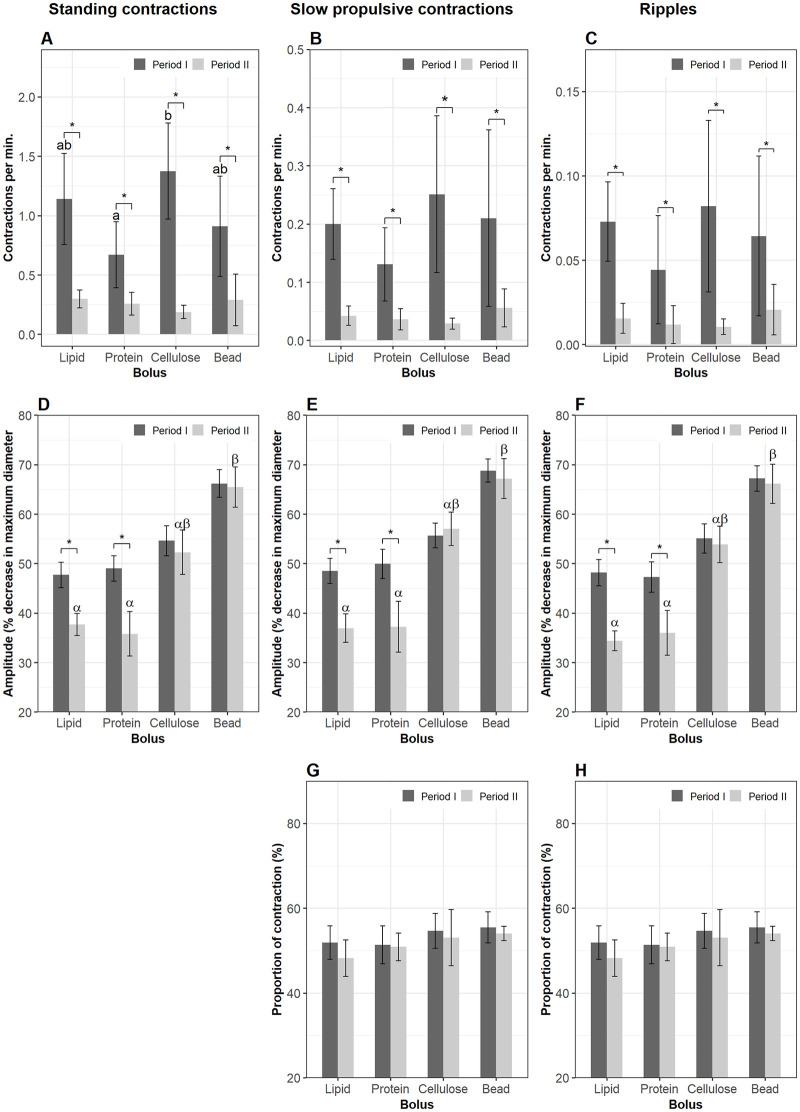
Motility parameters in Segment 3. Contractions were analyzed in Segment 3 of the intestines when a nutrient bolus (lipid, protein, cellulose or plastic bead) presented (period I) and after the bolus left (period II) Segment 1. Frequency (mean±s.d.) of standing contractions (A), slow propulsive contractions (B) and ripples (C). Amplitude (median±s.e.m.) of standing contractions (D), slow propulsive contractions (E) and ripples (F). Significant differences (p < 0.05) between the four bolus treatments within period I are annotated by Latin letters and differences within period II by Greek letters. Asterisks and brackets show a significant difference (p < 0.05) between periods. Data were analyzed using linear mixed-effects models—lme test followed by Tukey HSD in R for (A–C); Generalized Linear Mixed Models via PQL—glmmPQL test for (D–F), with n = 11 for lipid, n = 12 for protein, n = 6 for cellulose or plastic bead.

#### 3.3.4. Segment 4 (the hindgut)

As long as the boli was present in Segment 1, there were no effects on the frequency of any of the three contraction types in Segment 4. The evacuation of the boli out of Segment 1 suppressed the frequency of both non-propulsive and propulsive contractions in Segment 4 (Fig 6A–6C) (lme, p < 0.01). The rate of occurrence of slow propulsive contractions in the cellulose group was lower than in the protein in period II (lme, p < 0.05) (Fig 6B). The evacuation of ingesta out Segment 1 reduced the amplitude of standing contractions in three groups, but not in the plastic bead group (Fig 6D); and amplitude of slow propulsive contractions in the protein group (Fig 6E); amplitude of ripples in the lipid and protein groups (Fig 6F).

**Fig 6:**
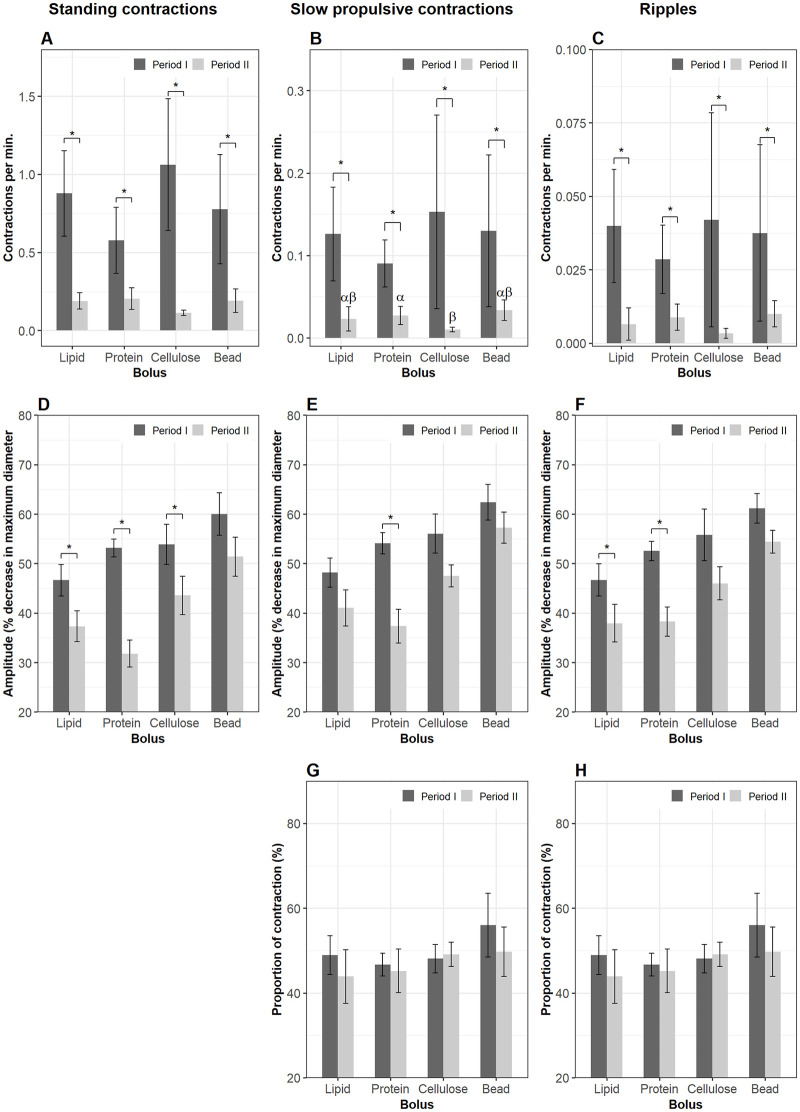
Motility parameters in Segment 4 (the hindgut). Contractions were analyzed in Segment 4 of the intestines when a nutrient bolus (lipid, protein, cellulose or plastic bead) was presented (period I) and after the bolus leaves (period II) Segment 1. Frequency (mean±s.d.) of standing contractions (A), slow propulsive contractions (B) and ripples (C). Amplitude (median±s.e.m.) of standing contractions (D), slow propulsive contractions (E) and ripples (F). Significant differences (p < 0.05) between the four bolus treatments within period I are annotated by Latin letters and differences within period II by Greek letters. Asterisks and brackets show a significant difference (p < 0.05) between periods. Data were analyzed using linear mixed-effects models—lme test followed by Tukey HSD in R for (A–C); Generalized Linear Mixed Models via PQL—glmmPQL test for (D–F), with n = 11 for lipid, n = 12 for protein, n = 6 for cellulose or plastic bead.

#### 3.3.5. Comparing motility between the four intestinal segments

The motility characteristics (duration and propagation velocity) were not affected by bolus composition and did not change between periods I and II (data not shown). Variation in frequency of contractions and proportion of anterograde propulsive contractions between the four intestinal segments were affected by bolus composition during period I (before the bolus left Segment 1). Overall, the frequencies of all contraction types in Segment 4 were lower than in the other three segments in all four treatment groups (Table 2).

**Table 2:** Frequency and direction of contractions between the four intestinal segments.

Treatment	Contraction type	Frequency^1^	Anterograde direction^2^
Lipid	Standing contraction	S1 = S4 < S2 = S3	-
	Slow propagating contraction	S1 = S4 < S2 = S3	S1 > S2 = S3 = S4
	Ripple	S1 = S3 < S2 S2 > S3 > S4 S1 = S4	S1 > S2 = S3 = S4
Protein	Standing contraction	S1 = S2 = S3 S1 = S4 S2 = S3 > S4	-
	Slow propagating contraction	S1 = S4 > S2 = S3	S1 = S2 = S3 > S4
	Ripple	S1 = S4 > S2 = S3	S1 > S3 = S4 S1 = S2, S2 = S3 S2 > S4
Cellulose	Standing contraction	S1 > S2 = S4 S1 = S3 > S4 S2 = S3	-
	Slow propagating contraction	S1 = S2 = S3 > S4	S1 > S2 = S3 > S4
	Ripple	S1 = S2 = S3 > S4	S1 = S2 = S3 = S4
Plastic bead	Standing contraction	S1 = S2 = S3 S2 > S4	-
	Slow propagating contraction	S1 = S4 < S2 S1 = S3, S2 = S3	S1 = S2 = S3 = S4
	Ripple	S1 = S4 < S2 S1 = S3, S2 = S3	S1 = S2 = S3 = S4

Variation in frequency of contraction and proportion of contractions propagating in an anterograde direction in the four intestinal segments before ingesta (Lipid, Protein, Cellulose, Plastic bead) left Segment 1 (the bulbous) (period I).

^1^ Frequency of contractions was analyzed using linear mixed models—lme.

^2^ Proportion of contraction propagating in an anterograde direction to the total sum of contractions was analyzed using generalized linear mixed models (glmmPQL).

S1, S2, S3, and S4: Segment 1 (the bulbous), Segments 2, Segment 3 and Segment 4 (the hindgut).

=: No difference (p > 0.05); < or >: Less than or greater than (p ≤ 0.05).

N = 11 for lipid, 12 for protein, 6 for cellulose or plastic bead.

### 3.4. Effects of diets on gene expression

Gene expression in Segment 1 of the intestines fed cellulose was compared to that of empty intestines in order to elucidate the effect of stretch on gut activity. 

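RNA from Segment 1, the bulbous front part of the gut, was sequenced in 25 libraries after 1 h of incubation in Ringer's solution. The libraries came from 6 intestines given hydrolyzed protein, 6 given hydrolyzed lipid, 7 given cellulose and 6 left empty, and each bolus weighed 0.1% of the body weight. The paper describes trimming with TrimGalore, mapping with Hisat2, counting with FeatureCounts and testing with DESeq2. The authors deposited 1 value for each of 20208 genes in each library. These values are counts divided by a size factor for each library, not raw counts, and the genes carry identifiers of another annotation than the Ensembl identifiers of S1 Table. The files do not pair these identifiers with gene names, so the results are given mainly as numbers of genes. In all 25 libraries every value was a whole multiple of what 1 read was worth, and in 23 this was used to recover the reads behind it. Recovered reads were not used for empty library 19 and lipid library 21. In these 2 libraries 1 read was worth almost exactly 1, a picture that rounding can also give. They therefore entered only the tests on the deposited values. The reads counted on the listed genes ranged from 12233522 to 31586869 for protein (median 15249382), from 11803381 to 15686525 for lipid (median 13426436), from 10160088 to 19732023 for cellulose (median 13362461) and from 11079610 to 16428546 for empty intestines (median 15126625). Their mean was 14.9 ± 4.34 M (SD, n = 23 libraries), against an average library size of 25 M reads in the paper, which counts all reads sequenced; the values given here rest on the former. Protein library 33 was the deepest. Comparisons were made with limma on log2(value + 1), with all 4 groups in 1 fit, over the 19033 genes whose value was above 10 in at least 5 libraries. Fold changes are on that scale, which understates the change of low genes.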

Effects of nutrient and mechanical stimuli on gut metabolism were evaluated by analyzing differential gene expression in Segment 1 of the intestines between protein/lipid and cellulose groups.

#### 3.4.1. Differential gene expression

Genes were filtered using multi/group comparison (p < 0.01), which enables separation of the groups (protein, lipid, cellulose and empty) according to gene expression. 

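The libraries were clustered over the genes of the four-group comparison by average linkage on standardized log2 values, and the tree was divided into 2 clusters. In this division 23 of the 25 libraries lay on the side of their pair of groups, with protein and lipid on one side and cellulose and empty on the other. The exceptions were empty libraries 12 and 24, which fell with protein and lipid. Complete linkage and Ward linkage each placed 25 libraries on the side of their pair. The division depended on single libraries, since only 13 libraries were on that side without protein library 22. Because the genes had been chosen for differing between the groups, the same steps were run with the libraries dealt at random to groups of the same sizes. Genes chosen for such random groups put a median of 19 libraries on the side of their best pair of groups, with a range of 14 to 25 over 99 draws. The random groups chose a median of 137 genes, fewer than the real groups. Clustering over the 500 most variable genes, which were chosen without the groups, separated 1 library, empty library 30, from the other 24. With Ward linkage the same genes gave clusters of 16 and 9 libraries, and 13 of the 25 libraries lay on the side of their pair, as many as the least possible. Along the first principal component of all genes tested, nutrient libraries had a mean score of -13.2 ± 30.0 (SD, n = 12) and the other libraries 12.2 ± 28.6 (SD, n = 13). After adjustment for 3 components this difference did not reach an adjusted p under 0.05 (two-sided permutation test, p = 0.041, adjusted p = 0.062). Along the third component the mean scores were -12.2 ± 15.6 (SD, n = 12) and 11.2 ± 27.9 (SD, n = 13; two-sided permutation test, p = 0.016, adjusted p = 0.047). The tests on components were chosen after the scores were seen.

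**Figure D1:**
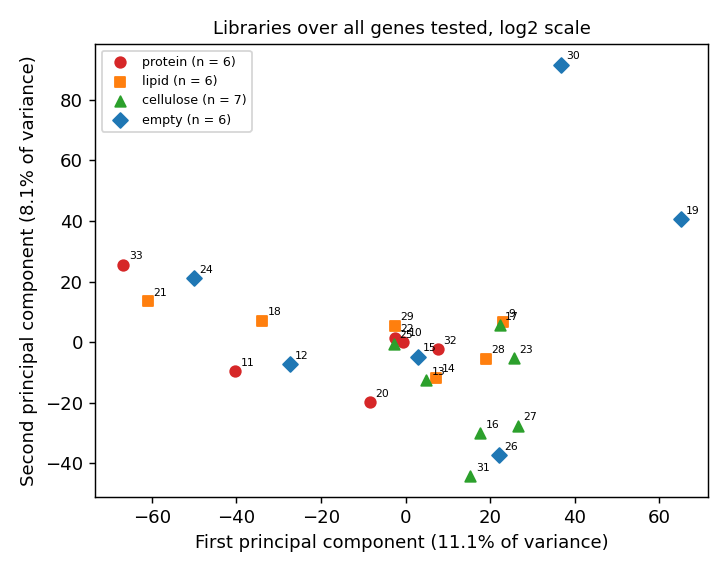
Scores of the 25 libraries on the first principal component (horizontal axis, 11.1% of the variance) and the second (vertical axis, 8.1%), in arbitrary units on the log2 scale; each point is 1 library with its number, and colours and shapes mark the groups. The 4 groups overlap, and empty libraries 19 and 30 lie apart from the rest.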

Hierarchical clustering revealed two major clusters, one including the two “nutrient” treatments (protein and lipid) groups and one including empty intestines (control) and cellulose-fed (physical stimuli) intestines. 

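In the four-group comparison, limma's F test gave 305 genes with an unadjusted p under 0.01. About 190 of the genes tested would be under that threshold by chance alone. Leaving out 1 library at a time gave from 249 to 437 genes, the latter without protein library 32.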

A total of 296 genes were clustered for this analysis (Fig 7). There were 178 genes that were differentially expressed (p < 0.01) in intestines with a cellulose bolus compared to empty intestines. 

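Between cellulose and empty intestines, 175 genes had an unadjusted p under 0.01, of which 105 were higher and 70 lower with cellulose, against the 190 that chance alone gives. None had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment; the smallest adjusted p was 0.145), and 986 genes had an unadjusted p under 0.05, where chance alone gives 952. The number at the stricter threshold moved most when empty library 15 was left out, to 316 genes. Without empty library 26 it was 294. When the libraries of the same 2 groups were regrouped at random, the median number of genes was 166. The split into higher and lower genes was nearly even with edgeR (87 and 81) and DESeq2 (136 and 126) on 23 libraries. With upper quartile scaling it was 115 and 64.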

A total of 628 and 275 were differentially expressed (p < 0.01) between protein versus cellulose, and lipid versus cellulose respectively (S1 Table). 

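For protein versus cellulose, 517 genes had an unadjusted p under 0.01, with 251 higher and 266 lower after protein. For lipid versus cellulose the number was 208, with 95 higher and 113 lower. With limma, no gene in either comparison had an adjusted p under 0.05. The smallest limma adjusted p was 0.0914 for protein and 0.108 for lipid. With only the 2 groups compared, limma gave 4 genes at an adjusted p under 0.05 for protein and 0 for lipid. DESeq2 on 23 libraries gave 114 and 0, and the copy of S1 Table holds 33 for protein. At an unadjusted p under 0.05 limma gave 1943 genes for protein and 1124 for lipid. Random regroupings of the protein and cellulose libraries gave a median of 108 genes and at most 432, so the number for protein lay above them, whereas those of the lipid and cellulose libraries gave a median of 117 and up to 596. Single libraries carried part of both numbers, which fell to 332 without protein library 33 and to 106 without lipid library 21. The genes with the smallest p in the protein comparison are given by their identifiers. LABE_00025806-RA had a value of 570 ± 126 (SD, n = 6) with protein and 186 ± 72.2 (SD, n = 7) with cellulose, a log2 fold change of 1.66 (standard error 0.28, limma adjusted p = 0.0914). Its value was also 577 ± 221 (SD, n = 6) with lipid and 442 ± 263 (SD, n = 6) in empty intestines. LABE_00021316-RA was higher with protein by a log2 fold change of 1.69 (standard error 0.38, limma adjusted p = 0.26), at low values of 13.1 ± 5.42 (SD, n = 6) against 3.76 ± 2.83 (SD, n = 7), and had 9.08 ± 2.45 (SD, n = 6) with lipid and 10.7 ± 3.33 (SD, n = 6) in empty intestines. LABE_00021266-RA had 148 ± 25.5 (SD, n = 6) with protein and 251 ± 36.2 (SD, n = 7) with cellulose, a log2 fold change of -0.76 (standard error 0.16, limma adjusted p = 0.26), and 180 ± 19.8 (SD, n = 6) with lipid and 189 ± 57.7 (SD, n = 6) in empty intestines. LABE_00075002-RA had 7.26 ± 6.41 (SD, n = 6) with protein and 148 ± 104 (SD, n = 7) with cellulose, a log2 fold change of -4.22 (standard error 0.89, limma adjusted p = 0.26). Its value was 130 ± 110 (SD, n = 6) with lipid, from 1.23 to 323, and 31.7 ± 35.3 (SD, n = 6) in empty intestines.

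**Figure D2:**
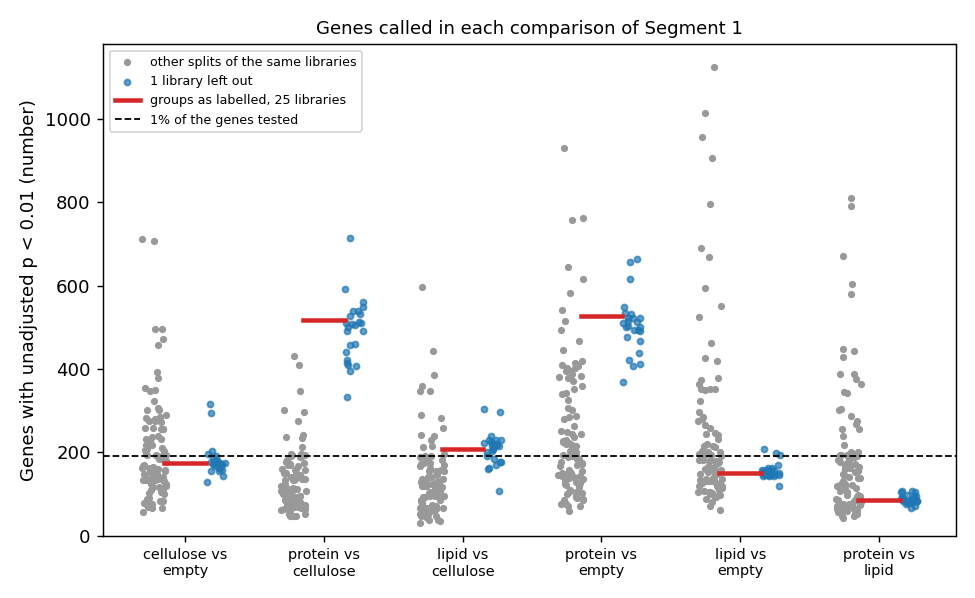
Number of genes with an unadjusted p under 0.01 (vertical axis) in each pairwise comparison of the groups (horizontal axis). Red bars are the groups as labelled, grey points are random regroupings of the libraries of the same 2 groups, blue points are fits without 1 library, and the dashed line is the 190 genes that chance alone gives; only for protein versus cellulose does the red bar lie above every grey point.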

Fewer genes were found to be differentially expressed when protein or lipid were administrated compared to the empty intestines.

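Against empty intestines, 528 genes had an unadjusted p under 0.01 with protein, of which 242 were higher and 286 lower, and 150 genes with lipid, of which 96 were higher and 54 lower. For lipid the number was below that against cellulose in 24 of the 25 fits that each left out 1 library. For protein it was below that against cellulose in 9 of the 25. With only the libraries of the 2 groups compared in the fit, the numbers against empty intestines were 306 for protein and 103 for lipid. The split into higher and lower genes depended on scaling and test. Upper quartile scaling gave 270 higher and 242 lower for protein, and 113 and 42 for lipid. DESeq2 on 23 libraries gave 303 and 337 for protein, and 102 and 100 for lipid. With limma, 3 genes had an adjusted p under 0.05 between protein and empty intestines and 0 between lipid and empty intestines. DESeq2 on 23 libraries gave 52 and 1. The 3 limma genes for protein fell to 0 with 1 surrogate variable, with only the 2 groups compared and with limma on 23 libraries. Over the fits that each left out 1 library their number ranged from 0 to 14. Between lipid and empty intestines, 902 genes had an unadjusted p under 0.05 with limma.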

**Fig 7:**
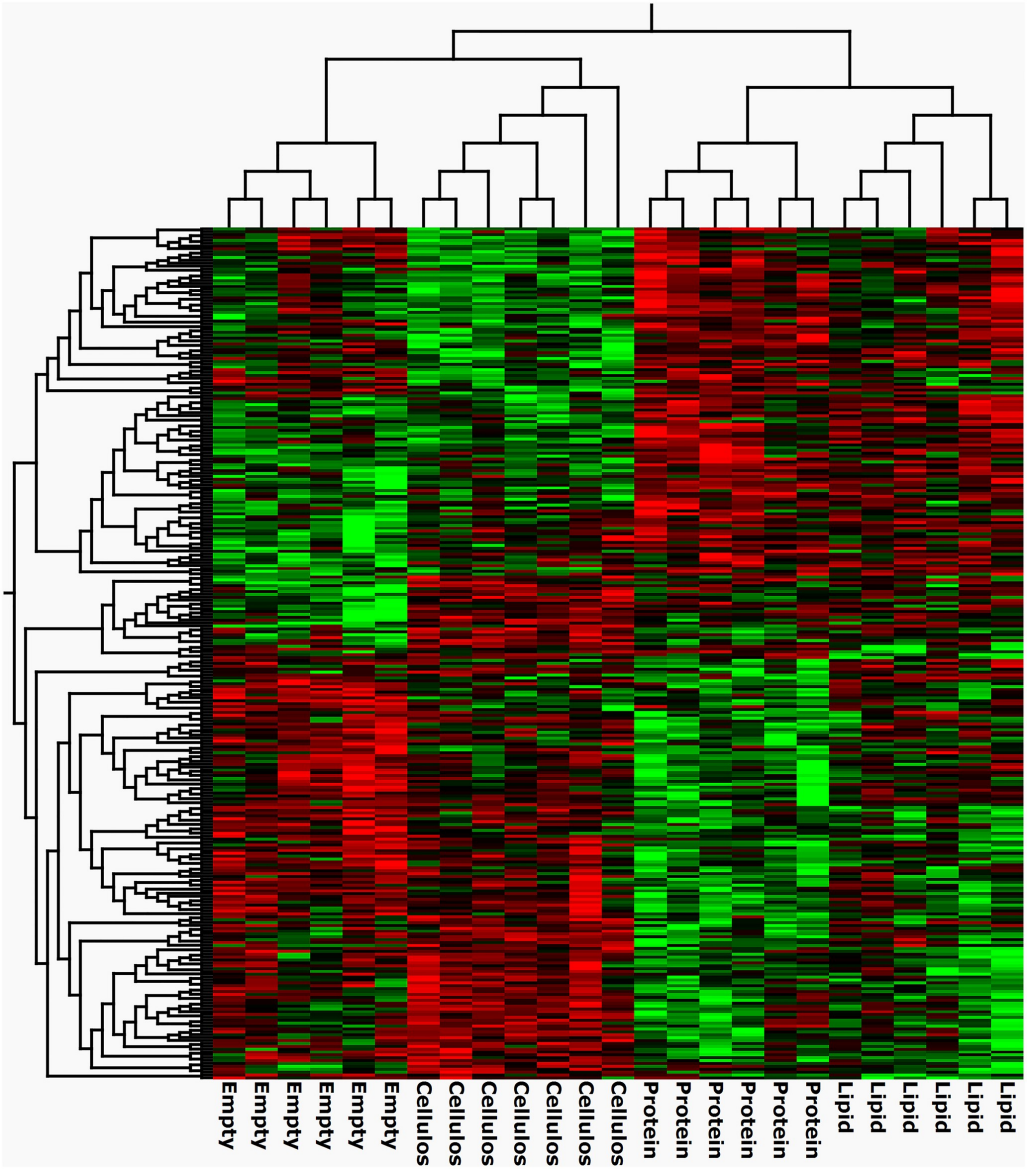
Nutrient and physical stimuli modulates the transcriptome in Segment 1. Hierarchical clustering of differentially expressed (p < 0.01) genes using multi/group comparison embedded in the Qlucore omics explorer. N = 6 for intestines fed with protein or lipid or empty intestines, n = 7 for intestines fed with cellulose.

In order to identify genes affected by the lipid and protein bolus, we sat the contrast against cellulose in order to remove the effect of stretch. Looking at overlapping genes in the DE gene lists, we found 490 genes affected by protein and 153 by lipid exclusively. 

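At an unadjusted p under 0.01, 435 genes were found for protein versus cellulose alone and 134 for lipid versus cellulose alone. Leaving out 1 library at a time gave from 276 (without protein library 33) to 613 for protein alone, and from 72 (without lipid library 21) to 194 for lipid alone. With 1 surrogate variable the numbers were 242 and 136, and with DESeq2 on 23 libraries 812 and 105. The protein and lipid lists shared 67 genes, and 67 of these changed in the same direction. Both comparisons used the same cellulose libraries, so chance deviations of these libraries enter both lists. In unchanged groups made by dealing the residuals of the libraries at random, lists of the same lengths shared a median of 38.5 genes, with a range of 5 to 121 over 100 draws, and lists cut at an unadjusted p under 0.01 a median of 11.5. A median of 100% of the genes shared in such draws changed in the same direction. The log2 fold changes of the 2 comparisons had a Pearson correlation of 0.62 across genes, which are not independent replicates, against a median of 0.46 in the unchanged groups. The overlap was 28 genes without lipid library 21 and 101 without lipid library 14. Of the 450 genes on the protein list and not on the lipid list, 440 (97.78%) had a lipid fold change in the same direction, against a median of 88.5% in the unchanged groups, and 27 had an unadjusted p under 0.01 in a direct test of protein against lipid. Of the 141 genes on the lipid list and not on the protein list, 136 (96.45%) went the same way with protein, against a median of 89.9% in the unchanged groups, and 9 passed the direct test. That direct test gave 85 genes in all, with 0 at an adjusted p under 0.05 and 470 at an unadjusted p under 0.05.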

We also found 135 genes to be unique for intestines administered cellulose when compared to the empty intestines, while 43 genes were shared with protein and lipid vs cellulose treatments (Fig 8).

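Of the genes found between cellulose and empty intestines, 32 were on at least 1 of the nutrient lists and the rest were on neither. All 25 genes shared with the protein list and all 17 shared with the lipid list changed in opposite directions, so that those higher with cellulose than in empty intestines were lower with the nutrient than with cellulose, or the reverse. The cellulose libraries take part in each of these comparisons with opposite signs. Lists of the same lengths from unchanged groups shared a median of 44 genes, with a range of 14 to 86, and lists cut at an unadjusted p under 0.01, as the observed ones were, a median of 25.5. Without cellulose library 27 the number shared was 20, and it was also 20 without empty library 12. By setting protein and lipid against cellulose, the paper reasons that the effect of stretch is removed and that the remaining genes are those affected by the nutrients (Fig 8).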

**Fig 8:**
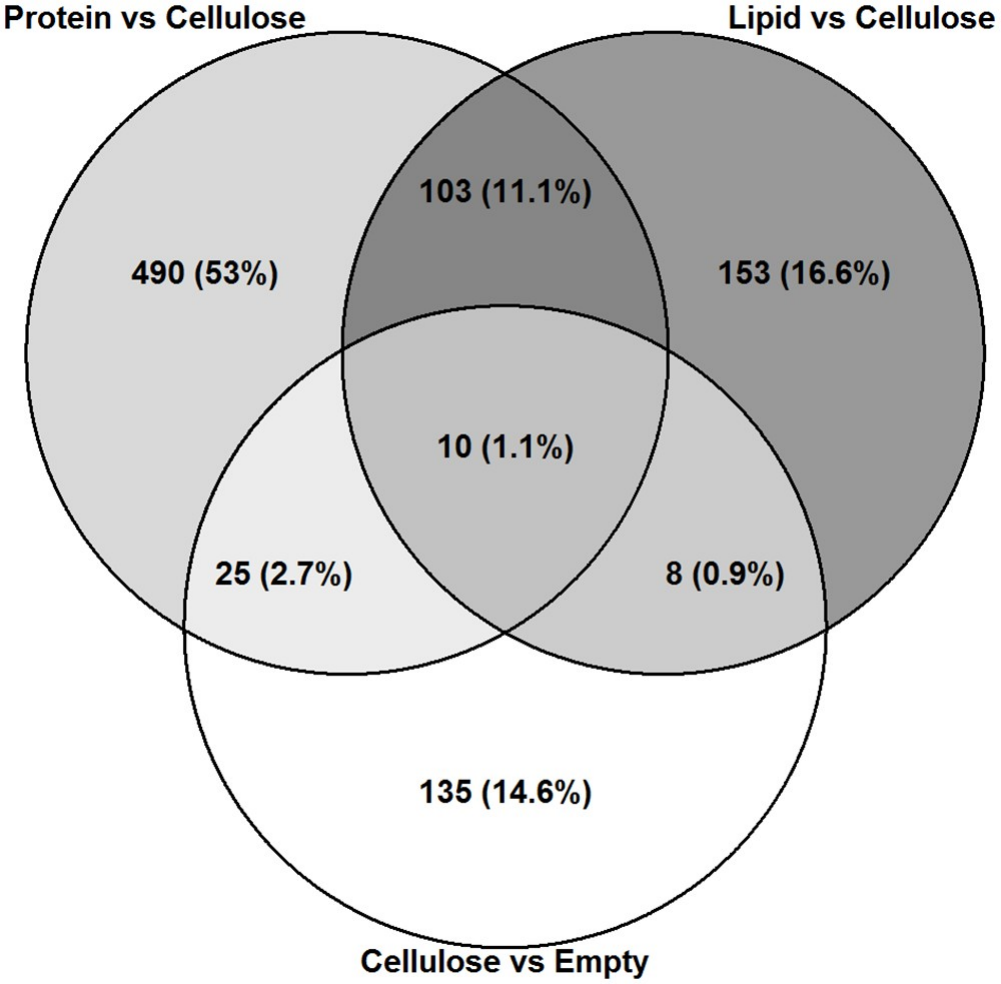
Nutrient stimuli induces changes in gene expression in Segment 1. Venn diagram showing differentially expressed genes (p < 0.01) in intestines administered a protein bolus (n = 6) versus cellulose (n = 7), lipid (n = 6) versus cellulose, and cellulose versus empty groups following DESeq2 analysis of RNA seq data.

#### 3.4.2. Pathway and functional annotation analysis

Pathway analyses were performed using the differentially expressed genes of the different contrasts, including cellulose versus empty, protein versus cellulose, and lipid versus cellulose. Enriched pathways related to calcium were observed in the cellulose versus empty comparison (FDR < 5%) but not in protein versus cellulose and lipid versus cellulose (Table 3).

**Table 3:** Pathways related to muscle contraction and nutrient stimuli were regulated by diet bolus in Segment 1.

Term	Count	%	p value	FDR (%)
**Cellulose versus empty—upregulation**				
Calcium	13	17.1	6.4e-05	0.08
GO:0005509~calcium ion binding	12	15.8	1.4e-04	0.18
**Protein versus cellulose—upregulation**				
Secreted	59	19.5	1.8e-07	2.5e-04
GO:0008528~G-protein coupled peptide receptor activity	5	1.7	2.0e-04	0.29
GO:0007200~phospholipase C-activating G-protein coupled receptor signaling pathway	7	2.3	8.5e-04	1.41
Neuropeptide	6	2.0	3.4e-05	0.05
Opioid peptide	3	1.0	6.4e-04	0.85
GO:0005184~neuropeptide hormone activity	5	1.7	1.54e-03	2.19
GO:0001515~opioid peptide activity	3	1.0	1.67e-03	2.36
GO:0031628~opioid receptor binding	3	1.0	1.67e-03	2.36
GO:0006614~SRP-dependent cotranslational protein targeting to membrane	41	13.5	1.8e-46	2.97e-43
GO:0006364~rRNA processing	53	17.5	1.0e-45	1.70e-42
GO:0006413~translational initiation	44	14.5	4.0e-43	6.69e-40
GO:0019083~viral transcription	41	13.5	9.3e-43	1.56e-39
GO:0000184~nuclear-transcribed mRNA catabolic process, nonsense-mediated decay	41	13.5	1.6e-41	2.72e-38
Ribosomal protein	43	14.2	6.3e-38	8.51e-35
hsa03010:Ribosome	43	14.2	8.0e-38	9.85e-35
Ribonucleoprotein	47	15.5	1.2e-33	1.61e-30
GO:0003735~structural constituent of ribosome	43	14.2	4.5e-32	6.40e-29
GO:0005840~ribosome	38	12.5	8.7e-32	1.13e-28
GO:0022625~cytosolic large ribosomal subunit	28	9.2	4.1e-31	5.33e-28
GO:0006412~translation	44	14.5	7.8e-31	1.31e-27
GO:0044822~poly(A) RNA binding	68	22.4	3.2e-20	4.65e-17
GO:0022627~cytosolic small ribosomal subunit	16	5.3	5.7e-16	7.22e-13
GO:0003723~RNA binding	37	12.2	2.7e-12	3.91e-09
GO:0005925~focal adhesion	23	7.6	4.0e-07	5.19e-04
GO:0005829~cytosol	88	29.0	9.3e-07	1.21e-03
**Lipid versus cellulose—upregulation**				
GO:0006364~rRNA processing	10	9.2	4.8e-06	7.28e-03
GO:0006413~translational initiation	8	7.3	1.6e-05	2.49e-02
GO:0006614~SRP-dependent cotranslational protein targeting to membrane	7	6.4	1.9e-05	2.92e-02
GO:0019083~viral transcription	7	6.4	5.2e-05	0.08
GO:0000184~nuclear-transcribed mRNA catabolic process, nonsense-mediated decay	7	6.4	7.3e-05	0.11
Ribosomal protein	7	6.4	4.4e-04	0.55
hsa03010:Ribosome	7	6.4	4.6e-04	0.55
GO:0022625~cytosolic large ribosomal subunit	5	4.6	5.7e-04	0.67
GO:0006412~translation	8	7.3	7.4e-04	1.12
Ribonucleoprotein	8	7.3	9.6e-04	1.20
GO:0003735~structural constituent of ribosome	7	6.4	1.86e-03	2.32
GO:0005840~ribosome	6	5.5	2.42e-03	2.79

The dashed borders separate clusters of the pathways which relate to the same physiological activity. FDR, False Discovery rate. N = 6 for intestines fed with protein or lipid or empty intestines, n = 7 for intestines fed with cellulose.

The largest number of significantly enriched pathways and functional annotations was observed for protein vs cellulose (FDR < 5%). Both the top enriched pathways (S2 Table) and the largest cluster of pathways affected by protein (S3 Table) were related to the level of ribosomal activity. The neuropeptide signaling pathway, opioid receptor activity pathways, inflammatory response, cytokine activity and G-protein coupled peptide receptor activity were among the many significantly enriched pathways upregulated by protein. Several of the pathways downregulated by protein were related to immune function, such as neutrophil chemotaxis, cellular response to interleukin-1, B cell receptor signaling pathway, and chemokine signaling pathway.

Much fewer significantly enriched pathways were observed in the lipid versus cellulose comparison. Similar to protein, genes involved in pathways related to ribosomal activity and RNA processing were enriched by lipid. Inflammatory response was also found to be significantly enriched by lipid (S3 Table). Comparison of the expression of common genes in intestines between the protein and lipid groups found that inflammatory response, neuropeptide signaling pathway and ribosome were common pathways for the two treatments. The enriched pathways related to muscle contraction and nutrient stimuli are shown in Table 3.

As identified by the pathway analysis, several genes coding for neuropeptide precursors were upregulated following protein and lipid treatment of the intestines (Table 4). None of these genes were differentially affected by cellulose compared to empty intestines. Other relevant neuropeptides such as proopiomelanocortin (*pomc*), neuropeptide Y (*npy*) and peptide YY (*pyy*) were filtered out before differential expression analysis, due to their low transcriptional levels.

**Table 4:** Genes coding for neuropeptides regulated by protein and lipid in Segment 1.

		Protein vs Cellulose		Lipid vs Cellulose	
Gene_ID	Gene_Name	Fold change	Significance	Fold change	Significance
ENSLBEG00000013097	*prepronociceptin (pnoca)*	1.9	*	1.5	-
ENSLBEG00000020351	*neuromedin U (nmu)*	2.5	*	1.3	-
ENSLBEG00000019489	*tachykinin 3 (tac3)*	2.4	**	1.5	-
ENSLBEG00000015930	*prodynorphin (pdyn)*	1.6	*	1.5	-
ENSLBEG00000009804	*neuropeptide B (npb)*	4.0	***	2.2	*
ENSLBEG00000014300	*proenkephalin (penk)*	1.8	**	1.5	*
ENSLBEG00000005406	*cholecystokinin a receptor (cckar)*	2.6	*	2.6	*

* p<0.01,

**p<0.001,

***p<0.0001,

^-^ p ≥ 0.01.

N = 6 for intestines fed with protein or lipid or empty intestines, n = 7 for intestines fed with cellulose.

## 4. Discussion

This study shows that lipid and protein were evacuated from the bulbous (Segment 1) on average of 3.4 to 3.9 h after they were administered into this section of ballan wrasse intestines *in vitro*. We have previously shown that more than 90% of the ingesta left the bulbous 4 h after the feed was administered *in vivo* [46]. This suggest that an *in vitro* approach gives comparable results and provides an estimate of passage rate of ingested matter in the alimentary tract. This points to the autonomous properties of the digestive tract that is maintained even when dissected out of the body, and where many of the reflexes are local and function to optimize function (including motility) towards the digestive processes and where stimuli from the luminal chemical and physical composition are key to maximize the outcome.

The non-nutritive and indigestible cellulose was eliminated from the bulbous (Segment 1) more rapidly than protein and lipid. Slow propulsive contractions seem to play a key role in propelling gut content since these may create a stronger force [18,20,21] and a longer propagation distance than other types of contraction [14]. In the present study, cellulose induced a higher frequency of slow propulsive contractions than lipid and protein, resulting in a faster evacuation of the bolus out of the bulbous. Moreover, over 60% of the cellulose-induced slow propulsive contractions were in an anterograde direction in the bulbous; and this value tended to be higher than that in protein and also tended to be higher than in the lipid group. This suggests that the dominance of anterograde propulsive contractions aids in transferring gut contents in the anal direction; hence, cellulose was propelled out of Segment 1 more rapidly than protein.

Cholecystokinin (CCK), a key hormone in the control of digestion, is released when food is present in the gut in both mammals [52–54] and fish [55–57]. CCK performs its functions related to gastrointestinal motility and digestion mainly through Cholecystokinin A Receptor (CCKAR) in mammals (reviewed by Staljanssens *et al*. [58]) and in fish [59–61]. We have previously found that in ballan wrasse, CCK works mainly through CCKA receptors to suppress propulsive contractions, thus prolonging the residence of food in the bulbous for optimal digestion [17]. In the present study, we found that the presence of either lipid or protein in the lumen upregulated expression of *cckar* (CCKA receptor) which would be activated by CCK to suppress slow propulsive contractions in Segment 1 to delay evacuation of the caloric ingesta from the bulbous. In contrast, there was no change in *cckar* expression in the bulbous of intestines administered cellulose compared to the empty intestines. Instead of activating CCKA receptor to slow the rate of evacuation, cellulose generates a different motility pattern, with increased frequency of propulsive contractions, predominantly anterograde slow propulsive contractions that accelerate the elimination of the indigested content from Segment 1. The upregulation of *cckar* expression in Segment 1 by lipid and protein may be linked to the lower frequency of both ripples and slow propulsive contractions in this segment compared to Segment 2. Conversely, there was no difference in the frequency of these contraction types between the three first segments in intestines fed with cellulose, which showed lower expression of *cckar* than those fed with lipid or protein.

Compared to cellulose, lipid and protein induced an increase in gene expression of *penk* and *npb* which suppress food intake [62–64]. This suggests that the presence of a caloric bolus in the gastrointestinal lumen stimulates enterocytes to secrete and send satiety signals to the central nervous system to inhibit feeding intake [65–67].

Lipid and protein had similar evacuation rates from the bulbous, and both were slower than cellulose. However, it appeared that the response of ballan wrasse intestines to the luminal presence of lipid somewhat differed from that of protein in the bulbous, with regard to both motility patterns and gene expression. Compared to protein, intestines fed lipid generated more ripples, which were suggested to have a function in mixing rather than propelling gut content [15], to facilitate digestion. We have previously shown that protein digestion is more efficient than lipid digestion in the ballan wrasse bulbous (70% and 50% accordingly) *in vivo* [46]. We suggest that the lower digestibility of lipid compared to protein, modulates the intestinal peristalsis to facilitate lipid digestion. Further demonstrated by increased retrograde contractions in Segment 2 in order to propel the partly digested lipid bolus back to Segment 1, the main site of digestion and absorption in the ballan wrasse intestine [46]. Protein digestion is efficient in the bulbous [46], and Segments 2 and 3 will not be stimulated to generate high frequencies of standing contractions for mixing and digesting [68] the already well-digested content received from the previous section. Also, intestines given a protein- bolus apparently will not increase anterograde contractions (i.e. the proportion of anterograde slow propulsive contractions and ripples did not differ between the three first segments) to propel the well-digested protein back towards the bulbous.

Although similar evacuation rates *in vitro*, the *in vivo* difference in digestibility in the bulbous between lipid (50%) and protein (70%) [46] may explain the observed difference in regulation of some pathways between these two groups. Pathways related to regulation of opioid peptide and neuropeptides were enriched in the bulbous by protein but not by lipid. Prepronociceptin (PNOCA) and prodynorphin (PDYN) are prepropeptides which are proteolytically processed to form the various secreted opioid neurotransmitters including dynorphins, enkephalins, endorphins, endomorphins and nociceptin [69,70]. Most of these opiates, such as nociceptin, inhibit gastrointestinal motility [71,72]. The gut-brain peptide neuromedin U (NMU) slows down gastric motility and emptying [73]. The upregulation of *pnoca*, *pdyn* and *nmu* in the bulbous of ballan wrasse intestines fed protein (compared to cellulose) might be related to the lower frequency of all three contraction types in the protein than the cellulose group. Also, the expression of these three genes was altered by protein, but not by lipid (compared to cellulose), which might be related to the observed difference in motility patterns in the two first segments between the lipid and protein groups.

In mammals, the presence of ingesta in the anterior part stimulates activity in the posterior segments of the digestive tract [74,75], and the ingesta is mixed and small amounts of gut content are propelled gradually to the next section until the anterior part is empty [4,76]. Based on this it is likely that the functional role of the high frequency of contractions observed in the wrasse intestinal Segments 2 and 3 within period I was to optimize the digestive process for the small amounts of ingesta which these segments received from the previous section. While the three first segments were mixing ingesta, Segment 4 –the hindgut displayed a “cleaning” activity driven by the slow propulsive contractions to eliminate undigested particles and waste from the previous meals and prepare for the remains of the current meal. When the bulbous was empty (period II), the frequency of all contraction types diminished in Segment 1 due to the absence of ingesta. In gastric vertebrates, the empty stomach will send hunger signals to the brain [13,75,77]. However, it is unknown how hunger is regulated in agastric vertebrates. This puzzle also includes the altricial gastric larval stages of fish that develop stomach only during metamorphosis when they transform from larval to juvenile stages [78]. The frequency of all contraction types was also lower in the midgut (Segments 2 and 3) after Segment 1 was empty. This might be due to absorption of nutrients that did not require a high frequency of contractions and/or an artificial effect when energetic metabolites were gradually diminished after the long incubation time. However, peristaltic activity was observed in intestines incubated for 48 hours.

Genes coding for calcium ion binding proteins were found to be enriched by administering both nutritive or non-nutritive boli. One of these genes, TRPM4 (Transient Receptor Potential Cation Channel Subfamily M Member 4), regulates smooth muscle contractions in a number of organs, including the intestine [79]. This is probably related to the stretching effect induced by the presence of food. While the non-caloric cellulose bolus only induced mechanical transduction, the caloric lipid and protein led to changes in a number of pathways related to cell activity. Most of the gastrointestinal hormones produced by enterocytes and other factors that regulate the digestion and absorption are peptides or proteins [2,3]. Thus, protein and lipid boli upregulated a wide range of pathways related to the activity of ribosomes which, being protein factories [80,81] in enterocytes might be to produce materials for secretion of enzymes, hormones, neurotransmitters and other components that are involved in the processes of digestion and absorption.

The plastic beads, an unbreakable non-nutritive particle, induced either very short or an extended residence time in the bulbous. We hypothesize that the presence of the hard beads in the bulbous signal Segments 2 and 3 to generate high-amplitude standing contractions that serve as a “physiological” brake [4] to delay the propulsion of the indigested meal to the distal sections. Overall, the amplitude of contractions in the plastic bead group was higher than that in other groups and this parameter did not differ between period I and II. This might be an artificial effect where an unbreakable bolus maintains its volume and shape during its entire transit through the intestinal tract. Because of the stability in volume and shape which results in the reliable localization by video-scopy, beads have been widely used in studies of gastrointestinal transit and motility for several decades [82–88]. However, our results show that it is important to consider that the transit time and motility patterns induced by the beads differ significantly from the effect on these factors induced by a nutritious meal. Beads are therefore not a good proxy for intestinal motility during digestion.

## 5. Conclusions

In conclusion, presence of nutrient and physical stimuli in the intestinal lumen regulates both motility patterns and gene expression to maximise digestion and absorption. The non-nutritive cellulose only triggered a stretching effect, increasing propulsive contractions to rapidly move the indigestible bolus from the bulbous towards the hindgut. In contrast, the nutritive protein and lipid reduced the frequency of both non-propulsive and propulsive contractions to prolong the residence of these nutrients in the bulbous, the main site of digestion in ballan wrasse. Protein and lipid upregulate *penk* and *npb*, which are known to initiate satiety signals to the central nervous system to suppress feeding. These nutrients also increased expression of *cckar*, which is known to slow down the evacuation rate of the bulbous. Three other genes; *pnoca*, *pdyn* and *nmu*, were upregulated by protein but not by lipid. This may be related to the differences in signalling pathways and motility patterns observed between the two nutrient groups.

## Supporting information

S1 Fig Protein gel electrophoresis of nutrient bolus and feces in Experiment 1. Lane 1, protein standard with multiple molecular weights (SDS-PAGE Molecular weight standards, Broad Range, Cat.No 161–0317, BIO-RAD); lanes 2, 4, 6, 8, and 10, feces collected from five individual intestines at 14 h after fed a bolus of intact protein; lanes 3, 5, 7, and 9, feces collected from four individual intestines at 14 h after fed a bolus of hydrolyzed protein; lanes 11 and 12, hydrolyzed protein bolus. The samples (nutrient bolus and feces) were diluted 16 times in dH_2_0 before mixing equal amounts of sample with the sample buffer [in volume 9.5:0.5 of Laemmi Sample buffer (BioRad, cat#161–0737) and β-mercapthoethanol (BioRad #161–0710)]. The mixes of samples and buffer sample were heated 5 min, 95 °C. The samples and MW-marker (BioRad#161–0375) were loaded into wells of precast 10% SDS-gels (BioRad #456–1043) in Tris-glycine SDS Running Buffer (#1610772EDU, BioRad) using a BioRad MiniProtean^®^Cell according to the manufacturers instruction. The electrophoresis was run for 30 min. at a voltage of 200 V. The sorted proteins in the SDS-gels were incubated with fixing solution (50% methanol and 10% glacial acetic acid in dH2O) overnight with gentle agitation at room temperature before changing to a staining solution (50% methanol, 10% Glacial acetic Acid, 0.1% Coomassie Brilliant Blue R-250). The staining process was run for 20 min. and followed by destaining in a solution of 40% methanol and 10% glacial acetic acid changing four times for 5, 30, 60, and 10 min. each. Amersham ECL^™^Western Blot Analysis System (# 170–5702620, GE Healthcare) and Chemi Chemiluminiscence Image Capture (Syngene, Cambridge) were used to detect proteins. Signal strength of each specific band was calculated using Gene Tools from Syngene, file version 4.03.10, Synoptics Ltd. The intact protein bolus was made of casein (Casein from bovine milk, C7078, Sigma) which consists of proteins weighting from 19000–23700 Da. The image shows that protein compositions in the feces between intact and hydrolyzed protein were similar and they were similar to the protein compositions of the hydrolyzed protein bolus. The presence of proteins weighting 6500–14400 Da in the feces in the intact protein treatment suggests that the digestion of protein in the intestines was not successful blocked by the protease inhibitor.
(TIF) Click here for additional data file.

S2 Fig Lipid composition in feces collected from the isolated intestines at 14 h after the insert of a bolus in Experiment 1. FFA, free fatty acids; TAG, triacylglycerol. The compositions of lipid were determined using chromatography with the 19:0 methyl ester as an internal standard according to Lie and Lambertsen 1991 [89]. There was no difference in the proportions of free fatty acids in the feces collected from the intestines between the intact lipid (IL) and hydrolyzed lipid (HL) groups [p > 0.05, generalized linear model (GLM)]. The feces in HL group consisted of a lower proportion of triacylglycerol than the feces in IL group (p < 0.05, GLM).
(TIF) Click here for additional data file.

S1 Table Differential gene expression analysis between treatment groups. (XLSX) Click here for additional data file.

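S1 Table lists the result of the DESeq2 test for each gene in each comparison. Its columns give the mean normalized count over the libraries, the log2 fold change between the 2 groups, the unadjusted p on which the gene lists rest, and the p adjusted for the number of genes tested. A gene whose adjusted p is given as NA was set aside by DESeq2 before the adjustment. The copy used here held the first 1998 rows of the protein versus cellulose sheet, with 16070 more rows left out, and the first 1033 rows of the protein versus empty sheet, with 17036 more left out. In that copy the paper's numbers of genes with an unadjusted p under 0.01 are 627 and 599, and those rows come before the others. From the deposited values, limma gave 517 and 528. At an adjusted p under 0.05 the copy holds 33 genes for protein versus cellulose and 74 for protein versus empty, and limma gave 0 and 3, with 1943 genes at an unadjusted p under 0.05 in the former comparison.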

S2 Table Functional annotation enrichment analysis using DAVID. (XLSX) Click here for additional data file.

S3 Table Functional annotation clustering using DAVID. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

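Segment 1 of the ballan wrasse gut was sequenced in 25 libraries, 6 with hydrolyzed protein, 6 with hydrolyzed lipid, 7 with cellulose and 6 from empty intestines, after 1 h of incubation. Libraries were grouped by their labels, which give the same group sizes as the paper. The labels give each library a number of its own, so no libraries were paired.

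The authors trimmed the reads with TrimGalore, mapped them with Hisat2, counted them on genes with FeatureCounts and normalized them for DESeq2. The values the authors deposited are a normalized signal, each gene's count divided by the size factor of its library. The paper names an Ensembl annotation, and the deposited values use identifiers of another annotation for 20208 genes. Some of these genes stay at low values, so the filter that the paper describes had not been applied to them in the reading taken here.

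From these values, what 1 read was worth was found for each library from its lowest values, and 100% of the values of 23 libraries came out as whole reads. Empty library 19 and lipid library 21 were not treated in this way. Their step lies close to 1, and the rule set for recovering reads refuses such a step because rounding can give the same picture, so they were left out of every test on reads. Their values are given unrounded, and 100% of them also came out as whole multiples of the step, so it was this guard against rounding and not their values that excluded them. Every result of edgeR, DESeq2 and voom therefore lacks lipid library 21, without which limma's number of genes for lipid versus cellulose falls from 208 to 106. The recovered reads ranged from 10160088 to 31586869 per library. They count reads on the listed genes only. The gene with the most reads took from 3.23% to 8.67% of a library. Among the 23 libraries with recovered reads, no 2 libraries of a group were copies of each other, as the reads of each of the 56 pairs differed by at least 25.9 times the sampling noise (chi-square per degree of freedom). Pairs with empty library 19 or lipid library 21 were not compared.

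The design written before the data were examined assumed raw counts and named edgeR's quasi-likelihood test with TMM normalization as the main test. As the deposited unit was a normalized signal, the main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend and robust moderation) on log2(value + 1), with the deposited size factors. Genes with a value above 10 in at least 5 libraries were tested, 19033 in all, with 4 groups in 1 fit. The thresholds were an unadjusted p under 0.01, as in the paper, and a Benjamini-Hochberg adjusted p under 0.05. Libraries were clustered on values standardized per gene, with Euclidean distance.

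The alternatives set before the data were examined were no filter, a mean value of at least 50, upper quartile scaling, only the 2 groups compared, 1 surrogate variable (sva 3.50.0, on log2 values) and leaving out each library. DESeq2, edgeR with RLE factors and limma voom with sample weights had been set for 25 libraries, and were run on the recovered reads of 23. The pseudocounts 0.1 and 5, TMM scaling of the deposited values, non-robust moderation, limma on the same 23 libraries and edgeR 4.0.16 on 23 libraries were added after the unit was known, and Ward linkage on the 500 most variable genes after the results were seen. DESeq2 was version 1.42.0. Each comparison was repeated on 100 splits of its libraries, the real one included. The overlap of lists that share the cellulose libraries was set beside that of 100 draws of unchanged groups, made from the residuals of the fit.

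The tests were tried on simulated data in which 200 genes were changed by a log2 fold change of 1 in the protein group. Of the 199 changed genes that passed the filter, among 19065 genes, limma recovered 53.3% with 4 false calls, edgeR 52.8% with 5, voom 50.3% with 6 and DESeq2 63.8% with 24. In a comparison without any change, DESeq2 gave 285 genes with an unadjusted p under 0.01 and limma gave 196. Limma was run on 25 simulated libraries and the other tests on 23, so these numbers do not compare the tests alone. The simulated genes varied independently of each other.

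The genes named in the text were to be those the paper names and those with a symbol and the smallest p. The files do not pair their identifiers with names, so the pathway, ribosome, calcium, muscle and neuropeptide results of the paper were not analysed here. The 2 genes with the smallest p in each direction of protein versus cellulose are given by identifier, a choice made after their values were seen.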

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

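The tests in this part were chosen only after the results were seen, apart from the effect of leaving out protein library 33. Among 24 sets of values, one for each measure and group, 3 had a library far from the rest of its group, where about 1 in 20 is the rate by chance.

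Protein library 33 held 31586869 reads, against 16218891 in the next deepest of 6 protein libraries. The number of genes with an unadjusted p under 0.01 in protein versus cellulose fell from 517 to 332 without it, and stayed above the 217 of lipid versus cellulose in the same fit. The depth of this library therefore does not by itself account for protein having the longer list. Leaving out a library also takes away a replicate, and how much of the fall is due to depth and how much to the intestine itself was not tested.

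Cellulose library 27 had 659 genes listed at 0, against 274 in the next cellulose library. Its 12752768 reads, with each gene at the mean of the other cellulose libraries, would leave 56 genes at 0, and its ratio of 11.8 between the 2 numbers lies above that of every other cellulose library, where the highest is 7.3. Cellulose libraries 16 and 31 had fewer reads, 10413012 and 10160088, and fewer genes at 0, 200 and 274. Depth alone is argued against by these values. Less complex starting material and a difference between intestines both stay open, and neither was tested.

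Protein library 20 had 308 genes listed at 0, against 149 in the next protein library. It had the fewest reads of the protein libraries, 12233522, which would leave 78 genes at 0. Its ratio of 3.95 lies within the 3.54 to 5.21 of the other protein libraries apart from library 33, which had 14.8. Its depth may therefore be enough to account for it. Against this, cellulose libraries 16 and 31, empty library 26 and lipid library 18 had fewer reads. They also had fewer genes at 0, with 200, 274, 239 and 212, so depth stays open as the explanation. No biological explanation was tested.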

How the results depend on the processing

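Alternatives that needed reads were run on 23 libraries, so each changes the test and leaves out empty library 19 and lipid library 21; limma on the same 23 libraries shows the part due to the libraries. DESeq2, edgeR with RLE factors and voom had been set beforehand for 25 libraries. The use of 23 libraries, edgeR with TMM and limma on these, the pseudocounts, TMM scaling and non-robust moderation were chosen after seeing the data. The pseudocounts, TMM scaling, non-robust moderation, upper quartile scaling and the absence of a filter moved no number of genes by more than 1.5 times. The cause of a change was not tested unless it is named.

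With a mean value of at least 50, which tests 13558 genes in place of 19033, the genes with an unadjusted p under 0.01 fell to 102 for cellulose versus empty, 97 for lipid versus empty and 54 for protein versus lipid, and the genes of cellulose versus empty shared with a nutrient list to 17. Fewer genes tested account for part of this by construction. With 1 surrogate variable, protein versus cellulose fell from 517 to 294, the overlap of the protein and lipid lists from 67 to 40, and the genes at an adjusted p under 0.05 for protein versus empty from 3 to 0. With only the 2 groups compared, protein versus empty had 306 genes and 0 at an adjusted p under 0.05, and protein versus cellulose had 4 at an adjusted p under 0.05.

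With limma on the 23 libraries, lipid versus cellulose had 115 genes and the protein and lipid lists shared 34. With edgeR these were 124 and 43, and with edgeR and RLE factors 121 and 40. The fall was therefore there with limma, without any change of test. It was smaller with voom, at 148 and 47. With DESeq2 the numbers were 185 and 69, so the overlap did not fall with every test. For protein versus empty, limma, both edgeR fits and voom on these libraries gave 0 genes at an adjusted p under 0.05. With DESeq2 on 23 libraries, protein versus cellulose had 918 genes, protein versus lipid 184, the four-group comparison 604, and the genes of cellulose versus empty shared with a nutrient list were 64. At an adjusted p under 0.05 it gave 114 genes for protein versus cellulose, 52 for protein versus empty, 7 for cellulose versus empty, 3 for protein versus lipid and 1 for lipid versus empty. Limma on the same libraries gave 0 in each of these 5 comparisons. On simulated data DESeq2 on 23 libraries recovered 63.8% of the changed genes with 24 false calls. Limma on 25 libraries recovered 53.3% with 4, so the tests were not compared there on the same libraries. The share of higher genes at an unadjusted p under 0.01 in protein versus cellulose was 48.5% with limma on 25 libraries, 60.8% with edgeR and 55.4% with DESeq2 on 23. In lipid versus cellulose it was 45.7%, 56.5% and 42.2%. In cellulose versus empty it was 60%, 51.8% and 51.9%, and in lipid versus empty 64%, 55.6% and 50.5%. In protein versus empty it was 45.8%, 47.3% and 47.3%. Limma with upper quartile scaling gave 52.8% for protein versus cellulose and 51.7% for lipid versus cellulose. It gave 64.2% for cellulose versus empty, 72.9% for lipid versus empty and 52.7% for protein versus empty.

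Across the 25 fits that each left out 1 library, the genes with an unadjusted p under 0.01 ranged from 128 to 316 for cellulose versus empty (316 without empty library 15, 294 without empty library 26), from 332 to 715 for protein versus cellulose (332 without protein library 33), from 106 to 304 for lipid versus cellulose (106 without lipid library 21), from 368 to 664 for protein versus empty, from 118 to 209 for lipid versus empty, from 66 to 108 for protein versus lipid and from 249 to 437 for the four-group comparison. At an adjusted p under 0.05 the range was 0 to 14 for protein versus empty (14 without empty library 15, 8 without protein library 32), 0 for lipid versus empty, and 0 to 1 for each of the other 4 comparisons. The protein and lipid lists shared from 28 to 101 genes, with 28 without lipid library 21, 44 without lipid library 18 or 29 and 101 without lipid library 14. The genes of cellulose versus empty shared with a nutrient list ranged from 20 to 46, with 20 without cellulose library 27 or empty library 12.

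In the clustering, complete and Ward linkage moved the number of libraries on the side of their pair from 23 to 25, while the 500 most variable genes and all genes tested each gave 13, with a single library in one cluster. Ward linkage on the 500 most variable genes, chosen after seeing the data, also gave 13, with clusters of 16 and 9 libraries. Leaving out 1 library gave from 13 to 24, with 13 without protein library 22, 14 without empty library 12 and 16 without empty library 26.

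The tests of gene sets, the neuropeptide genes and the other named genes were not run, because the files do not pair identifiers with names. The surrogate variable was estimated on log2 values in place of counts. RLE factors were run in edgeR only, since the deposited size factors are already of that kind.

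The direction of the 4 genes given by identifier held in each alternative that tested them. The adjusted p of LABE_00025806-RA ranged from 0.000383 to 0.416 over its 39 alternatives and was under 0.05 in 5 of them. For LABE_00075002-RA the range was 0.000547 to 0.583, with 3 of 39 under 0.05. LABE_00021316-RA (0.019 to 0.583) and LABE_00021266-RA (0.00495 to 0.583) were each under 0.05 in 1, with DESeq2.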

Differences from the paper's values

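The paper's average library size is 25 M reads, with an error of 6 M that is not labelled there. Its statistics section for Experiment 1 uses medians for amplitude, duration, distance and velocity of contractions, and the mean with SD for other data. The recovered reads averaged 14.9 M over 23 libraries. The paper's value counts reads sequenced, and the recovered reads are those counted on the listed genes, so the 2 are not on one scale. None of the alternatives set before the data were examined bears on this value.

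The paper states that fewer genes differed when protein or lipid was set against empty intestines, and names no comparison that had more. Where each nutrient is read as set beside its own comparison with cellulose, the S1 Table copy holds 599 genes for protein versus empty and 627 for protein versus cellulose. Here protein versus empty had 528 genes with an unadjusted p under 0.01 and protein versus cellulose 517. Protein versus empty had the smaller number in 8 of the 14 other settings, among them a mean value of at least 50 (412 against 429), upper quartile scaling (512 against 513), only the 2 groups compared (306 against 710) and, on 23 libraries, a number chosen after seeing the values, limma (434 against 635), edgeR (463 against 684), edgeR with RLE factors (453 against 682), DESeq2 (640 against 918) and voom (356 against 773). It was also smaller in 9 of the 25 fits that each left out 1 library. For lipid the number was smaller against empty intestines than against cellulose (150 against 208), as it was in 12 of the 14 other settings and in 24 of the 25 fits. The exceptions were limma on 23 libraries (120 against 115), DESeq2 on 23 libraries (202 against 185) and the fit without lipid library 21 (118 against 106). Each of these lacks lipid library 21, as do the edgeR and voom fits, in which the number stayed smaller against empty intestines.

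At an adjusted p under 0.05 the paper's S1 Table, in the copy used, holds 33 genes for protein versus cellulose and 74 for protein versus empty, where limma gave 0 and 3. None of the alternatives that ran as set before the data were examined closed either gap. The highest were 4 for protein versus cellulose, with only the 2 groups compared, and 14 for protein versus empty, without empty library 15. DESeq2, the tool of the paper, had been set beforehand for 25 libraries and was run on 23, a number chosen after seeing the data. It gave 114 and 52, the former above the paper's number and the latter within 1.5 times of it.

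In the picture of Fig 7 the cellulose and empty libraries lie on one branch of the heat map. Here empty libraries 12 and 24 fell with protein and lipid under average linkage, and complete and Ward linkage placed 25 of 25 libraries with their pair.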

Other observations

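The tests on principal components, on random groups with complete and Ward linkage, on Ward linkage of the 500 most variable genes and on the genes listed at 0 in this part were chosen only after the results were seen. The splits, the random groups with average linkage and the unchanged groups were written before.

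Each comparison was set beside other splits of the libraries of its 2 groups, and for an unadjusted p under 0.01 the number of the 100 splits, the real one included, with as many genes was 1 for protein versus cellulose, 8 for protein versus empty, 15 for lipid versus cellulose, 49 for cellulose versus empty, 62 for lipid versus empty and 76 for protein versus lipid. For the four-group comparison, 9 of 100 splits of the 25 libraries gave as many genes. Protein versus cellulose was thus the single comparison whose number of genes was beyond what regrouping its own libraries gave. With the real split included, 1 of 100 is the smallest share possible, and it was not adjusted for the number of comparisons. Without protein library 33 its number was 332, below the 432 of the highest regrouping of all its libraries. Regroupings without that library were not made, so whether the result rests on it stays open. At an adjusted p under 0.05, 5 of 100 splits gave as many genes for protein versus empty. For the other 5 comparisons no gene passed, so that 100 of 100 splits gave as many by construction. Some random splits gave far longer lists than any labelled comparison, up to 1124 genes at an unadjusted p under 0.01 among lipid and empty libraries, so some regroupings separated libraries that differed in many genes at once.

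Whether the clustering in 2 pairs of groups may come from choosing genes by group was tested with random groups. In 18 of 100 draws, the real groups included, genes chosen for the groups put as many libraries on the side of a pair of those groups as the 23 found, so the clustering by itself does not separate the nutrient groups from choice of genes. The same holds for the 25 found with complete linkage, reached in 14 of 100 draws, and for the 25 found with Ward linkage, reached in 21 of 100. With average linkage each draw was scored on its best pair, so the 18 of 100 concerns any pair and not protein with lipid alone. For that pair the random median was 18 libraries. The random groups chose a median of 137 genes, against 305 for the real groups. Clustering over the 500 most variable genes gave a permutation p of 1 for the pairs, but this test decides nothing, since the division left 1 library alone. Ward linkage of the same genes gave clusters of 16 and 9 libraries, with 8 of 12 nutrient libraries and 8 of 13 others in the larger. It put 13 of 25 libraries on the side of their pair, where random relabellings gave a median of 14 and up to 22 (permutation p of 1), so this division does not follow the pairs. Along the third principal component, which held 7.2% of the variance, nutrient libraries scored -12.2 ± 15.6 (SD, n = 12) and the other libraries 11.2 ± 27.9 (SD, n = 13; two-sided permutation test, p = 0.016, adjusted p = 0.047 over 3 components). A difference between nutrient and non-nutrient groups across many genes could lie behind that adjusted p of 0.047. It stays a hypothesis, since it was tested after the scores were seen. The extreme scores on this component were those of empty library 30 (65.19) and empty library 19 (-51.98), and the test was not repeated without them.

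Sharing the cellulose libraries was tested as an explanation of the overlaps. In 10 of 100 draws of unchanged groups the protein and lipid lists overlapped by as much as the 67 genes found, and in 87 of 100 the overlap of cellulose versus empty with a nutrient list was as large as the 32 found. With lists cut at an unadjusted p under 0.01, as the observed ones were, the median of the latter overlap was 25.5 genes and it was as large as 32 in 31 of 100 draws. This overlap could therefore come from the shared libraries under either cut. For the protein and lipid lists the draws do not decide. Lists cut at that p had a median overlap of 11.5 genes, and in 4 of 100 draws it was as large as 67, against the 10 of 100 with lists of the observed lengths. The correlation of the fold changes of protein and lipid was as large as 0.62 in 2 of 100 draws, which is not what shared libraries alone usually give. A response common to both nutrients is a candidate explanation. The draws cannot tell it from a response to cellulose, which enters both comparisons, and neither was tested apart from this.

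Empty libraries 19 and 30 had 803 and 1003 genes listed at 0, against 91 to 239 in the other empty libraries. The 13885582 reads of library 30, with each gene at the mean of the other empty libraries, would leave 34 genes at 0. Its ratio of 29.5 between the 2 numbers lies above the 2.39 to 3.32 of the 4 other empty libraries with recovered reads, and library 26 had fewer reads, 11079610, and fewer genes at 0, 239. For library 19 recovered reads were not used. If its lowest value above 0 (0.99) is taken as the worth of 1 read, its depth would leave 38 genes at 0, and its ratio of 21.1 lies above those of the same 4 libraries. Depth alone is argued against by these values, for library 19 under that assumption. Less complex starting material and a difference between intestines stay open for both libraries, and neither was tested.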
